# Transcriptional Profiles of Cell Fate Transitions Reveal Early Drivers of Neuronal Apoptosis and Survival

**DOI:** 10.3390/cells10113238

**Published:** 2021-11-19

**Authors:** Giovanna Morello, Ambra Villari, Antonio Gianmaria Spampinato, Valentina La Cognata, Maria Guarnaccia, Giulia Gentile, Maria Teresa Ciotti, Pietro Calissano, Velia D’Agata, Cinzia Severini, Sebastiano Cavallaro

**Keywords:** apoptosis, neurotrophic factors, survival, transcriptional analysis, drug targets, drug repurposing, functional enrichment, regulatory network, disease

## Abstract

Neuronal apoptosis and survival are regulated at the transcriptional level. To identify key genes and upstream regulators primarily responsible for these processes, we overlayed the temporal transcriptome of cerebellar granule neurons following induction of apoptosis and their rescue by three different neurotrophic factors. We identified a core set of 175 genes showing opposite expression trends at the intersection of apoptosis and survival. Their functional annotations and expression signatures significantly correlated to neurological, psychiatric and oncological disorders. Transcription regulatory network analysis revealed the action of nine upstream transcription factors, converging pro-apoptosis and pro-survival-inducing signals in a highly interconnected functionally and temporally ordered manner. Five of these transcription factors are potential drug targets. Transcriptome-based computational drug repurposing produced a list of drug candidates that may revert the apoptotic core set signature. Besides elucidating early drivers of neuronal apoptosis and survival, our systems biology-based perspective paves the way to innovative pharmacology focused on upstream targets and regulatory networks.

## 1. Introduction

Neuronal apoptosis and survival are regulated by cell fate decision processes that ensure the correct development of the central nervous system and its homeostasis throughout adulthood. The ability of neuronal cells to promote or evade apoptotic cell death is regulated by different and interrelated transcriptional, post-transcriptional and post-translational layers [1,2,3]. A shift in the fine balance between opposite pro-apoptotic and pro-survival signals can have drastic consequences for the fate of a neuron and contribute to acute and chronic neurological disorders [4,5,6,7]. Thus, characterizing the key molecular events underlying neuronal apoptosis and survival may help to devise strategies aimed at counteracting neurodegeneration.

In recent years, remarkable progress has been made to reveal the systems biology of neuronal survival and death. The advent of high-throughput technologies and powerful bioinformatic analysis is unveiling the signaling networks underlying neuronal apoptosis and survival in numerous in vitro and in vivo paradigms [8,9,10,11,12,13,14,15]. Among these, cerebellar granule neurons (CGNs) represent a model of election for examining the signal transduction mechanisms underlying neuronal apoptosis. In vitro, CGNs undergo rapid apoptotic cell death within 24 h after removal of serum and lowering of extracellular K^+^ concentration from 25 to 5 mM [16,17]. Apoptosis of CGNs requires transcription and protein synthesis, becoming irreversible after the first 6 h following its induction. Before this commitment point, apoptosis of CGNs can be rescued by the activation of specific signal transduction pathways or by the treatment with specific growth factors (GFs) [16,17,18]. We have previously detailed the transcriptional changes associated with CGNs apoptosis and its rescue by different GFs [19,20,21,22,23,24]. These studies, performed at the end of the commitment phase, were the first to investigate the transcriptional program underlying neuronal apoptosis and, lately, proposed the existence of a common transcriptional program governing neuronal survival. Indeed, although mediated by specific receptors and intracellular second messengers, the survival effects of Pituitary adenylate cyclase-activating polypeptide (Pacap) and insulin-like growth factor-1 (Igf1) were propagated by common transcriptional cascades [21]. Although these findings represent the first glimpse of how a neuron orchestrates its destruction/survival, the dynamic spectrum of physical and biological elements (hardware) that execute these processes is mostly unknown. Most important, the instruction set (software) that tells the hardware how to implement neuronal apoptosis or survival is still unexplored.

In this work, we provide a systems biology-based perspective of the earliest molecular events controlling neuronal fate decisions. Overlaying the temporal transcriptional profiles of CGNs during the early commitment phase of apoptosis or their rescue by three different GFs (Pacap, Igf1 and substance P, SP), we identified a *core set* of genes at the intersection of apoptosis and survival. Their subsequent promoter motif analysis revealed the upstream regulators, converging neuronal apoptosis and survival-inducing signals in a highly interconnected and temporally ordered manner. Genes in the apoptosis/survival core set are significantly correlated to neurological, psychiatric and oncological disorders, and encode for therapeutical targets whose modulation might exert anti-apoptotic or pro-survival effects.

## 2. Materials and Methods

### 2.1. Experimental Design

Animals were subjected to experimental protocols approved by the Local Animal Welfare Committee and the Veterinary Department of the Italian Ministry of Health (Aut. 527/2017-PR), and experiments were conducted according to the ethical and safety rules and guidelines for the use of animals in biomedical research provided by the relevant Italian laws and European Union’s directives (Italian Legislative Decree 26/2014 and 2010/63/EU). Primary cultures of CGNs were prepared from 8-day-old Wistar rats (Charles River, Calco, Italy) and were cultured as previously described [25]. In brief, cerebella were sliced, and tissue was dissociated through trypsinization in 0.025% trypsin solution (15 min at 37 °C) and trituration in presence of DNase (0.01%) and trypsin inhibitor (0.05%). Dissociated cells were collected through centrifugation and resuspended in basal Eagle’s medium (BME) supplemented with 10% fetal calf serum, 25 mm KCl, 2 mm glutamine and 100 μg/mL gentamycin. Cytosine arabinofuranoside (10 μM) was added after 18 h of culture to inhibit the growth of non-neuronal cells. After 6 days in vitro, extracellular KCl was shifted from 25 to 5 mm for neuronal apoptotic death induction. After two washes with serum-free BME containing 5 mm KCl, neurons were incubated with the same medium to induce apoptosis (K5), whereas control neurons were incubated with a serum-free medium supplemented with 25 mm KCl (K25). To investigate the rescue effects of GFs, K5 neurons were treated with a maximal effective dose of SP (200 nM), Pacap (100 nM) or Igf1 (3.26 pM). As previously demonstrated [18,20,21], CGNs undergo apoptotic cell death after the removal of serum and lowering of extracellular potassium from 25 to 5 mM, and can be rescued by treatment with SP, Pacap or Igf1 (Figure S1) [18,20,21]. All the substances were obtained from Sigma-Aldrich (Milano, Italy), unless otherwise specified.

### 2.2. RNA Isolation and Microarray Hybridization

Microarray experiments were performed in CGNs following incubation for different times (0.5, 1 and 3 h) with 25 mM KCl (K25), or 5 mM KCl (K5) in the absence or presence of a maximal effective dose of SP (200 nM), Pacap (100 nM) or Igf1 (3.26 pM). Total RNA was extracted with Trizol (Life Technologies, Monza, Italy) from a total of 60 samples, including four biological replicates for each experimental condition (K25, K5, K5 + SP, K5 + Pacap, K5 + Igf1) and time (0.5, 1 and 3 h). RNA quantity and quality were assessed using a NanoDrop 1000 Spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA) and a 2100 Bioanalyzer microfluidic electrophoresis platform (Agilent Technologies, Palo Alto, CA, USA), respectively, according to the manufacturer’s instructions. Complementary RNAs (cRNAs) labeled with Cy3-CTP were synthesized from 1 μg of total RNA of each sample using the Low RNA Input Fluorescent Linear Amplification Kit (Agilent Technologies, Palo Alto, CA, USA), following the manufacturer’s protocol.

Aliquots (750 ng) of Cy3-labeled cRNA targets were hybridized on arrays using the SurePrint G3 Rat Gene Expression 8 × 60 K microarray kit (Agilent Technologies, Palo Alto, CA, USA). Microarray hybridization and washing were performed using reagents and instruments (hybridization chambers and rotating oven) as indicated by the manufacturer (Agilent Technologies, Palo Alto, CA, USA). Arrays were then scanned at 3 µm resolution using an Agilent G4900DA SureScan Microarray Scanner System (Agilent Technologies, Palo Alto, CA, USA). Raw microarray data were acquired and analyzed using Agilent’s Feature Extraction v.12.1 software to assess the array spot quality, as well as to check signal and background intensity statistics in the default setting. Raw signal values were thresholded to 1, log2 transformed, normalized to the 75th percentile and baselined to the median of all samples using GeneSpringGX v.14.9 (Agilent Technologies, Palo Alto, CA, USA). Microarray data were deposited in NCBI’s Gene Expression Omnibus (GEO) with the accession number GSE179383.

### 2.3. Time-Point Differential Gene Expression Analysis

To identify genes with significant temporal expression changes and evaluate trend differences in CGNs induced to apoptosis (K5 vs. K25) or rescued by GFs (SP, Pacap or Igf1 treatment vs. K5), pre-processed normalized array data were analyzed by using the R package maSigPro (microarray Significant Profiles) [26]. MasigPro is a statistical procedure specifically designed for the analysis of transcriptomic time-course that provides information on genes that change over time and with respect to the control. This method is based on a two-step regression approach where experimental groups are defined by dummy variables: the first step uses a generic polynomial model to identify DEGs, whereas the second applies stepwise regression to study differences between groups and reveals the patterns of significant differential time profiles. Genes whose expression levels varied in a statistically significant way along time were detected using the linear step-up Benjamini-Hochberg false discovery rate (FDR) procedure, setting a corrected *p*-value ≤ 0.05. This analysis was performed for each GF individually. Intersecting probes (genes) were then selected through Venn diagrams and genes with opposite expression trends between apoptosis and GF-mediated rescue were selected for each time point for subsequent analyses.

### 2.4. Protein–Protein Interaction (PPI) Network Functional Enrichment Analysis

In order to investigate the biological significance for gene expression dynamics of GF-induced rescue from apoptosis over time, integrated networks of gene-encoded proteins were analyzed by STRING (version 11.0, http://string-db.org, accessed on 7 April 2021) [27]. The list of genes with opposite expression trend between apoptosis and GF-mediated rescue at each of the time points were used as input gene set, and protein–protein interactions (PPIs) were analyzed for experimentally validated interactions with a reliability threshold of a combined score of >0.4 as the setting for significant interaction pair. The interaction network was visualized by Cytoscape (version 3.8.2, http://www.cytoscape.org, accessed on 7 April 2021), and Cytoscape’s Network Analyzer plug-in was used to analyze the topological properties of nodes in the PPI network [28]. In particular, we generated a general PPI network including the 175 *core set* genes and, to characterize their time-dependent changes, the temporal PPI networks for *core set* genes differentially expressed at each time point (0.5, 1 and 3 h) were constructed. PPI networks in Cytoscape are visualized as graphs with “circles/nodes” indicating genes/proteins and “edges” depicting associated interactions between them. The number of edges that are connected to a node is the degree. Proteins with degree connectivity >50 were identified as hub proteins and represent the most significant nodes in the PPI network. To facilitate the visual identification of network hubs, node size and color were set based on their connectivity degree, where size and color of each node (in PPI network) were proportional to its node degree: larger circles indicate a higher degree, and as the circles become bigger and their color changes from light to dark, the value of the connectivity degree of the gene node increases.

Subsequently, biologically relevant subsets of network-related genes were selected from the entire set of genes by using the Molecular Complex Detection Algorithm (MCODE) plugin in Cytoscape, which is an app for Cytoscape that is used to cluster a given network to a densely connected area based on topology. The following cutoff parameters were used: Degree cutoff = 2, node score cutoff = 0.2, Haircut = true, Fluff = false, k-core = 2 and max depth = 100. Clustering modules having high node scores and connectivity degrees were considered as biologically significant clusters and were analyzed for functional enrichment with Gene Ontology (GO) terms and KEGG or Reactome pathways using the STRING app on Cytoscape. All genes in the genome were used as enrichment background. The significance of enriched pathways and P values was calculated based on the cumulative hypergeometric t-test, and false discovery rate (FDR) was used for multiple correction testing. Only terms with a corrected *p*-value < 0.05 were selected.

### 2.5. Upstream Transcriptional Regulator Analysis

To investigate common transcriptional regulators that can explain the observed gene expression changes in the *core set* genes, the iRegulon plugin (version 1.3) in Cytoscape, was used to predict potential upstream TFs regulating gene expression of *core set* genes [29]. The goal of iRegulon is to reverse engineer the transcriptional regulatory network underlying a co-expressed gene set using cis-regulatory sequence analysis. iRegulon implements a genome-wide ranking-and-recovery approach to detect enriched transcription factor motifs and their optimal sets of direct targets using the position weight matrix method. iRegulon uses >9000 known position weight matrices from various sources and different species and links them to candidate binding TFs using a “motif2TF” procedure. In particular, iRegulon detects the TFs and their targets by scanning known TF-binding promoter motifs as well as the predicted motifs discovered from the integrated databases TRANSFAC, JASPAR, the Encyclopedia of DNA Elements (ENCODE) Project chromatin immunoprecipitation-sequencing data (https://genome.ucsc.edu/ENCODE, accessed on 12 May 2021), SwissRegulon (http://swissregulon.unibas.ch/sr/, accessed on 12 May 2021), and HOMER (http://homer.ucsd.edu/homer/motif/motifDatabase.html, accessed on 12 May 2021). Motif enrichment analysis used several position weight matrices to sort and score for each motif. The preferred motif was used for predicting final TFs. The criteria set for TF binding motifs enrichment analysis were as follows: identity between orthologous genes ≥ 0, FDR on motif similarity ≤ 0.001, and TF motifs with a normalized enrichment score (NES) > 3. Predicted upstream TFs were rated and grouped according to the NES, and TFs with the highest NES were selected to construct TF-target networks. The ranking option for motif collection was set to 10K (9713 PWMs), and a putative regulatory search space of 20 kb centered around the Transcription Start Site (TSS, 7 species) was selected for the analysis. We executed iRegulon and looked for TFs for down- and upregulated *core set* genes, separately. Finally, the obtained transcription regulation relationships were merged into the TF-*core set* regulatory network, and the integrated network was visualized by Cytoscape software. Network analysis on significant differentially expressed *core set* genes (at each time point) was performed on the Cytoscape platform, integrating multiple apps/plug-ins such as Network Analyzer and STRING enrichment, using the default parameters described above.

### 2.6. Disease Biomarker Enrichment and Selection of Potential Drug Targets

To investigate the potential clinical implication of the *core set* genes, we firstly performed a gene/biomarker-disease association analysis by using DAVID online tool (version 6.8, https://david.ncifcrf.gov, accessed on 2 July 2021). The disease-associated genes were obtained from multiple databases, including the Genetic Association Database (GAD), Online Mendelian Inheritance in Man (OMIM), and Clinvar. DAVID calculates the *p*-value by hypergeometric distribution to evaluate the statistical significance of the enriched diseases (biomarkers) and uses FDR adjustment for multiple test correction. Statistically significant overrepresented disease (biomarker) terms were selected with a significance level *p* < 0.05.

Then, we searched for disease-specific gene expression signatures showing a positive correlation with our apoptotic-related gene set using the integrative NIH Library of Integrated Network-Based Cellular Signatures (iLINCS, http://ilincs.org, accessed on 12 July 2021), an integrative web-based platform for analysis of omics data and signatures of cellular perturbations [30]. This platform performs analysis of user-submitted omics signatures of diseases and cellular perturbations in the context of a large compendium of pre-computed signatures (>200,000), allowing data mining and re-analysis of a large collection of omics datasets (>12,000), pre-computed signatures and their connections [30]. Using iLINCS, users can search for signatures specific to pharmacological action, mechanism of action, or genetic or proteomic target. Users can also search available datasets for specific signatures of interest. Connected signatures can be further analyzed in terms of changes in gene/protein expression patterns that underlie the connectivity with the query signature, or through the analysis of gene/protein targets of connected perturbagens. In particular, the “Disease-Related Signatures” consisted of 9000 transcriptional signatures constructed by comparing sample groups within the collection of curated public domain transcriptional dataset (i.e., GEO42, EBI Expression Atlas). Each signature consists of differential expressions and associated p-values for all genes calculated using the Empirical Bayes linear model implemented in the limma package.

The iLINCS cloud was also used to identify repurposing drugs that could potentially reverse apoptosis, based on the extracted gene expression signatures. iLINCS provides over 40,000 transcriptomic profiles (signatures) of cell lines following treatment with chemical perturbagens such as FDA-approved drugs, chemical probes and screening library compounds including those with clinical utility and known mechanisms of action. To identify small drug-like molecules with inverse signatures of our *core gene* signatures, we probed iLINCS for small molecule perturbagens that result in L1000 transcriptomic signatures being highly discordant (anti-correlated as denoted by negative concordance values) with the expression of our apoptotic *core gene* set [30]. Only drug candidates with a negative connectivity value ≤ −0.321 (from at least one data source) between the reference gene sets and the small-molecule signature are displayed, excluding non-drug small molecules. For cmap candidates, we only included those with a *p*-value < 0.05. Drugs were statistically associated with the disease using the hypergeometric probability test and the top 50 signatures were considered. Finally, the ClinVar, Orphanet, DrugBank and Therapeutic Target Database (TTD) online tools were used to investigate if previously identified TFs targeting *core set* genes encode for drug targets whose modulation might exert anti-apoptotic or pro-survival effects. In particular, we focused on the encoded proteins that are primary targets of drugs approved by the US Food and Drug Administration (FDA) or in preclinical/clinical trials for the treatment of neurological disorders.

## 3. Results

### 3.1. Identification of a Converging Set of Apoptosis and Survival-Related Genes

We performed a time-series whole-genome microarray analysis to investigate dynamic transcriptomic changes and capture temporal molecular events during the early commitment phase (0.5 h, 1 h and 3 h) of CGN apoptosis and its rescue by a maximal effective dose of Igf1(3.26 pM), Pacap (100 nM) and SP (200 nM) (Figure S1). 

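The experiment comprised 60 arrays, with 4 replicates of each of 15 conditions. CGNs, the small excitatory neurons of the cerebellum, survive in culture when they are depolarized by potassium and undergo apoptosis when potassium and serum are withdrawn. They were kept in 25 mM KCl (K25), shifted to 5 mM KCl (K5), or shifted to 5 mM KCl with Pacap, Igf1 or SP, and RNA was taken at 0.5, 1 and 3 h. Cyanine-labelled RNA was hybridized to Agilent rat gene expression arrays read in a single colour. The authors deposited the Feature Extraction output of every array, whose processed signal is an intensity after background subtraction and detrending that has not been scaled between arrays. The authors also deposited their log2 values, scaled to the 75th percentile of each array and set to the median of all samples for each probe.
The values given here start from the processed signal. A signal under 1 was set to 1, the log2 was taken, and the 75th percentile of the array was subtracted. Spots marked as outliers by Feature Extraction were dropped and the remaining spots of a probe were averaged, which left 30292 of 30367 probes, and 18758 of the 30367 were named through the accessions of the array annotation. Expression values are therefore log2 signal relative to the 75th percentile of the array. That percentile, before normalization, ranged from 326 to 2055 (median 1059) over the K25 arrays, from 542 to 3067 (median 1186) over the K5 arrays, from 682 to 3630 (median 1655) with Pacap, from 158 to 2149 (median 1039) with Igf1 and from 66.9 to 1909 (median 1220) with SP. Between 45.5% and 81.3% of the spots on an array, with a median of 71.0%, were well above background.
A linear model with 1 mean for each condition was fitted to all 60 arrays with limma. Each comparison was tested by a moderated F-test over the 3 time points and by limma's moderated test at each time point, with Benjamini-Hochberg adjustment over the 30292 probes and a threshold of 0.05 on the adjusted p. The number of arrays limits the precision: the median standard error of a log2 difference between 2 conditions at 1 time point was 0.37. The 60 arrays lay on 8 slides that were scanned on 4 days, and the treatments were not spread evenly over the slides. The K5 and K5+SP arrays had only 1 slide in common.

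**Figure D1:**
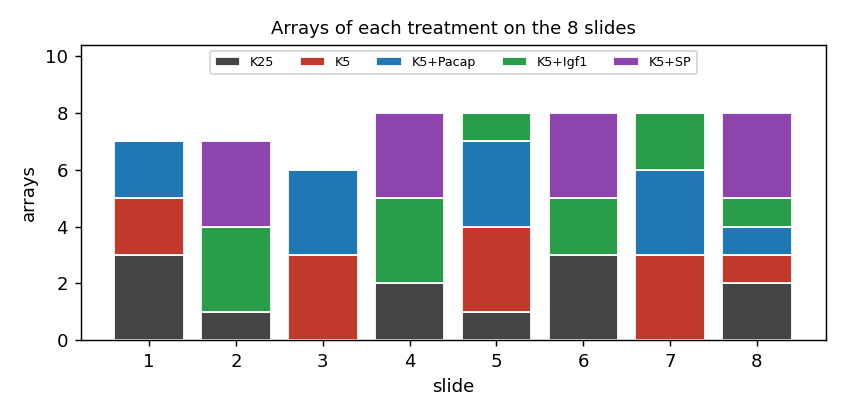
Number of arrays (vertical axis) on each of the 8 slides (horizontal axis), with each bar divided by treatment. K5 and K5+SP arrays meet only on slide 8.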

Differentially expressed genes (DEGs) were identified using the R package MasigPro according to details described in Section 2. The numbers of temporal DEGs and related pairwise comparisons of different experimental conditions (apoptosis vs. control, GF-rescued vs. apoptosis) are summarized in Figure 1. 

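In the moderated F-test over the 3 time points, 647 probes (604 genes, with the probes of 1 accession counted once) passed the threshold in at least 1 of the 3 GF comparisons, and 350 of these probes also passed it between K5 and K25. Among the probes called for Pacap, 202 were also called between K5 and K25, compared with 171 for Igf1 and 12 for SP. The K5 arrays enter the apoptosis comparison with one sign and all GF comparisons with the other, so that the 4 comparisons are not independent of each other.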

The full gene lists with statistics and fold-change data at each time point are available in Tables S1–S4. In particular, when temporal gene expression profiles of control CGNs (cultured in 25 mM KCl) were compared with those induced to apoptosis (cultured in 5 mM KCl), 2054 genes referred to as “*apoptotic related genes*” (*ARGs*) showed significant temporal expression changes (Table S1). 

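Between K5 and K25, 3435 probes (3231 genes, with the probes of 1 accession counted once) passed the threshold of limma's moderated F-test. At the time point of its largest difference, the signal was higher in K5 for 2471 of them and lower for 964. Normexp background correction with an offset of 50, which shrinks differences between dim signals, moved this number most, to 1402 probes. Of the 3435 probes, 51 (1.48%) were not above background in all 4 arrays of any condition, against 31.3% of all probes tested. Among named genes, the fit gave the highest log2 difference to Trim17 (probe A_64_P067908), which lies on chromosome 10 of GRCr8 from 44242688 to 44250504 and encodes a tripartite motif protein. At 3 h its signal was -1.35 ± 0.27 (SD, n = 4) in K5 and -7.21 ± 0.46 (SD, n = 4) in K25, a log2 difference of 5.87 (standard error 0.35, adjusted p = 5.09e-18 from limma's moderated test with Benjamini-Hochberg adjustment). It was above background in all 4 K5 arrays and in 1 of the 4 K25 arrays, so that the size of the difference is uncertain. Npas4 (probe A_64_P064531), an activity-dependent transcription factor gene on chromosome 1 of GRCr8 from 211710640 to 211728038, had a signal of -6.27 ± 0.30 (SD, n = 4) in K5 and -0.41 ± 0.42 (SD, n = 4) in K25 at 3 h. The log2 difference was -5.85 (standard error 0.37, adjusted p = 3.87e-17 from the same test), and its size is uncertain as well, since 1 of the 4 K5 arrays and all 4 K25 arrays were above background. In both genes the 4 K5 arrays did not overlap the 4 K25 arrays.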

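The moderated F-test of the GF-treated against the K5 arrays called 341 probes (303 genes) for Pacap, 287 probes (280 genes) for Igf1 and 73 probes (72 genes) for SP. At an unadjusted p under 0.05 the numbers were 1547, 2507 and 1466 probes, where 1514.6 are expected by chance. At the time point of the largest difference, 258 of the Pacap probes were higher than in K5 and 83 lower. For Igf1, 98 probes were higher and 189 lower, and for SP 64 were higher and 9 lower. When slide was a block, 455 were higher and 545 lower for Igf1, and for SP 18 and 17, so that the balance of directions for SP was not seen in that fit. The number of SP probes fell to 4 with normexp background correction. The fit with slide as a block called 35 SP probes, 18 of them among the 73. With replicate number or scan day as a block 167 and 192 were called, all 73 among them each time. In the replicate block 124 were higher and 43 lower. Among the SP probes, 5 (6.85%) were not above background in all 4 arrays of any condition. By another definition, not above background in at least 30 of the 60 arrays, it was 24 (32.9%), against 33.1% of all probes tested. For Pacap, the fit gave the largest difference of a named gene to Npy1r (probe A_44_P166967), a neuropeptide Y receptor gene on chromosome 16 of GRCr8 from 27804416 to 27814070. At 3 h it had a signal of -2.85 ± 0.34 (SD, n = 4) with Pacap. None of the 4 K5 arrays was above background for it, so that its size and rank are uncertain. With K5 signals raised to the lowest signal well above background on each array, it was 7.74-fold higher with Pacap. Gprc5a, above background in all 4 arrays of both groups, had a log2 difference of 4.35 at 3 h. With normexp background correction the difference of Npy1r did not pass the threshold. For Igf1 the largest difference was that of Egr1 (probe A_64_P082693), an immediate early gene on chromosome 18 of GRCr8 from 26737078 to 26740877, with -1.49 ± 0.45 (SD, n = 4) against 0.84 ± 0.15 (SD, n = 4) in K5 at 3 h. The log2 difference was -2.32 (standard error 0.26, adjusted p = 4.81e-08 from limma's moderated test with Benjamini-Hochberg adjustment). For SP, the fit gave the largest differences, among the genes eligible for naming, to Vom2r73, Dlk1 and Or2b4. They were above background in 0, 1 and 1 of the 4 K5 arrays, so that their order is uncertain. Among all called SP probes the largest sizes were 3.84 at 1 h and 4.48 at 3 h. Of the genes Vom2r73, Dlk1 and Or2b4, Dlk1 passed at a single time point. Dlk1 (probe A_42_P754888), on chromosome 6 of GRCr8 from 134192491 to 134199779, had -3.51 ± 0.88 (SD, n = 4) against -6.97 ± 1.39 (SD, n = 4) in K5 at 1 h, a log2 difference of 3.46 (standard error 0.66, adjusted p = 0.0378 from the same test). It was above background in 1 of the 4 K5 arrays, and the difference at 1 h passed in 5 of 19 alternatives, with an adjusted p from 0.00253 to 0.981.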

By comparing gene expression profiles in CGNs after the induction of apoptosis with those rescued by Pacap, Igf1 and SP treatment, we found 1185, 1261 and 820 deregulated genes (here referred to as “*survival-related genes*”, *SRGs*), respectively (Tables S2–S4). A total of 262 genes were found at the intersection of the four experimental conditions (*ARGs* and *SRGs*, Figure 1; Table S5). Of these, 175 genes, here defined as the “*core set*”, showed opposite expression trends between apoptosis and GF-mediated rescue in at least one-time point (Table S6). 

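Only 1 probe passed the moderated F-test in all 4 comparisons, that of Acot1 (probe A_42_P548410), an acyl-CoA thioesterase gene on chromosome 6 of GRCr8 from 109367274 to 109375268. It was also the only probe that passed in all 3 GF comparisons. It is named because of this count and was chosen after its values were seen. At 3 h its log2 difference between K5 and K25 was 1.12 (standard error 0.12, adjusted p = 1.02e-09 from limma's moderated test with Benjamini-Hochberg adjustment). Against K5 it was -0.53 with Pacap (adjusted p = 0.0107), -0.63 with Igf1 (adjusted p = 0.00153) and -0.81 with SP (adjusted p = 0.000745). The call did not hold with quantile normalization, where 3 other probes passed in all 4 comparisons, or in the authors' own log2 values, where 1 other probe did. No probe passed in all 4 with normexp background correction, with only the arrays of the 2 treatments compared, or at an adjusted p of 0.01. With slide, replicate number or scan day as a block, 5, 5 and 8 probes passed in all 4 comparisons, Acot1 among them each time. When arrays were left out, the number changed in 46 of 64 fits, within 0 to 2. A 2-step regression over time, re-written after maSigPro, keeps a probe when any of its group coefficients stays in the model. Without a limit on R-squared it called 163 probes in all 4 comparisons, of which 47 had an unadjusted p under 0.05 in the F-test of every comparison.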

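Acot1 was the only probe of the core set in the moderated F-tests, since its difference between K5 and K25 had the opposite sign to all 3 GF differences in at least 1 time point. With slide, replicate number or scan day as a block the core set had 3, 3 and 6 probes. The 2-step regression without a limit on R-squared gave a core set of 120 probes (118 genes), and 30 of them had opposite signs with an unadjusted p under 0.05 in all 4 comparisons at the same time point. Opposite signs do not by themselves set a probe apart here, because the K5 arrays enter the apoptosis comparison and the GF comparisons with opposite signs. Suppose that all arrays vary independently, without an effect of slide. A probe that responds to no treatment then has the K5 mean as highest or lowest of the 5 means with a probability of 40% at each time point. In at least 1 of the 3 time points the probability is 78.4%. In data simulated in this way the share was 78.4%. Over all measured probes it was 81.5%, and among the 163 probes of the 2-step regression it was 73.6%. Slide as a block was past the threshold for 87.0% of probes and treatments were uneven over slides. The share expected without a response may thus differ from 78.4% in these arrays.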

A comprehensive picture of their expression pattern at different time points is shown in Figure 2. In particular, the expression of 117 *core set* genes was significantly deregulated at 0.5 h, 78 genes at 1 h and 67 genes at 3 h (Figure 2).

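By time point, the core set of the moderated F-tests held 1 probe at 0.5 h, 0 at 1 h and 1 at 3 h, the same probe at 0.5 and 3 h. The count of 0 at 1 h comes from the limma fit. The 3 counts were 3, 1 and 3 when slide was a block. At 1 h, 14 of all 30292 probes had opposite signs with an unadjusted p under 0.05 in every comparison, and the 2-step regression without a limit on R-squared counted 44 probes there. The same regression counted 91 probes at 0.5 h and 43 at 3 h. Where an unadjusted p under 0.05 in all 4 comparisons was also required, 7, 2 and 21 of these probes were left at 0.5, 1 and 3 h.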

### 3.2. Temporal PPI Network Analysis Identified Distinct Functional Clusters of Proteins Promoting Neuronal Survival

To explore the relationships among the *core set* genes and provide a global view of the network architecture that models the neuronal apoptotic/survival process, a PPI network analysis was conducted by using the STRING online database. The global molecular network constructed for the 175 *core set* genes had 187 nodes and 2668 interactions, at a combined score > 0.4 (Figure 3). 

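Of the 5 genes Cebpb, Vegfa, Ntsr1, Ctgf and Thbs2, the largest difference was that of Ntsr1 (probe A_64_P124090), a neurotensin receptor gene on chromosome 3 of GRCr8 from 187983778 to 188033934. Its signal at 3 h was -1.98 ± 0.17 (SD, n = 4) in K5 and -5.16 ± 0.08 (SD, n = 4) in K25, a log2 difference of 3.17 (standard error 0.24, adjusted p = 8.16e-15 from limma's moderated test with Benjamini-Hochberg adjustment). None of its GF differences passed the threshold. Ctgf (probe A_42_P484738), a matricellular protein gene, did not pass between K5 and K25. With Pacap it was lower at 3 h, at -0.87 ± 0.20 (SD, n = 4) against 0.22 ± 0.32 (SD, n = 4) in K5, a log2 difference of -1.09 (standard error 0.19, adjusted p = 0.000136). With SP it was higher at 1 h, by a log2 difference of 0.97 (adjusted p = 0.0378), and at 3 h, by 0.80 (adjusted p = 0.0422). Under the alternative settings the SP difference passed in 5 of 19 at 1 h, with an adjusted p from 0.00740 to 0.981, and in 5 of 19 at 3 h, from 0.00687 to 0.563. Both SP calls were lost when slide was a block. Cebpb (probe A_64_P025118), on chromosome 3 of GRCr8 from 176817005 to 176818436, was higher with Pacap at 3 h, by a log2 difference of 0.94 (standard error 0.18, adjusted p = 0.000657). It passed in 18 of 19 alternatives, with an adjusted p from 0.000116 to 0.0544, and not in the authors' own log2 values. Thbs2 (probe A_44_P248090) passed the threshold in no comparison at any time point, with log2 differences between -0.30 and 0.49 (standard error 0.15). Of the 45 GF differences of the 5 genes, 4 passed the threshold.

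**Figure D2:**
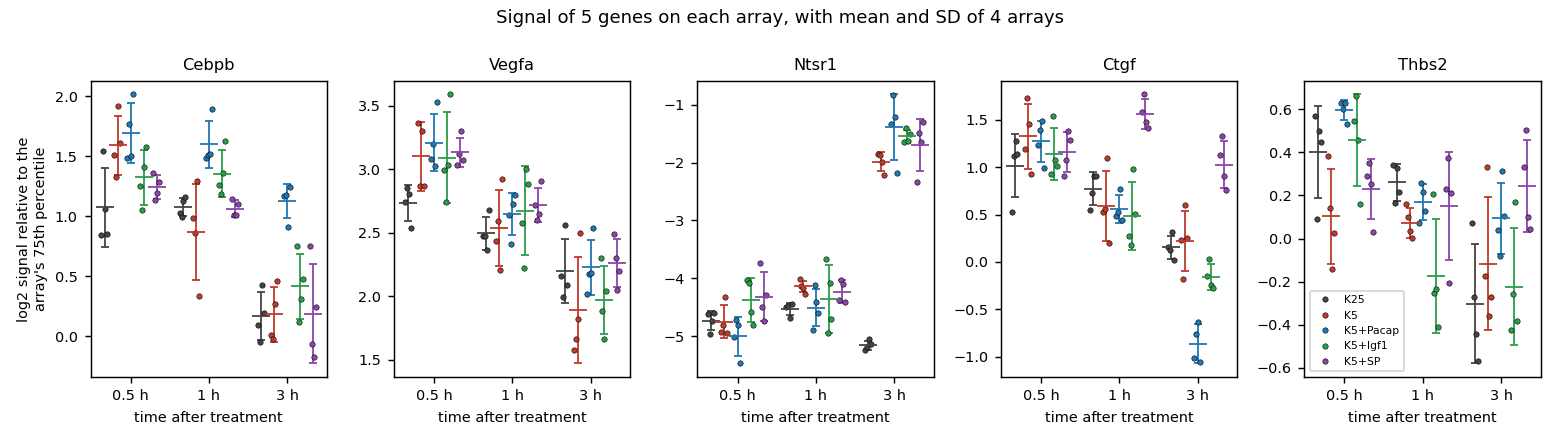
Log2 signal relative to the 75th percentile of the array for Cebpb, Vegfa (its brightest probe), Ntsr1, Ctgf and Thbs2, with 1 panel per gene, time after treatment on the horizontal axis, 1 point per array, and lines for the mean and SD of the 4 arrays. In K5 at 3 h the mean of Ntsr1 lies 3.17 above that of K25.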

The top five proteins with relatively high connectivity degrees within the network were: Cebpb (degree = 92), Vegfa (degree = 88), Ntsr1 (degree = 87), Ctgf (degree = 82) and Thbs2 (degree = 80) (Figure 3).

To better characterize the time-dependent correlations between *core set* genes and assess their dynamic functional changes at various stages of the neuronal apoptotic/survival program, we constructed three interactome maps for up- or downregulated *core set* genes at each time point (0.5, 1 and 3 h) (Figure 4). 

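For Vegfa, which has 4 probes on the array, the values of the probe printed in Fig. 2 (A_64_P155983) and of the brightest probe (A_64_P099886) were examined. The gene lies on chromosome 9 of GRCr8 from 22452854 to 22468194 and encodes a vascular endothelial growth factor. At 0.5 h, the Fig. 2 probe had a log2 difference from K5 of -0.77 with Pacap, -0.53 with Igf1 and -0.15 with SP (standard error 0.28), and none passed the threshold. At 3 h it was lower with Pacap, at -3.89 ± 0.17 (SD, n = 4) against -2.76 ± 0.09 (SD, n = 4) in K5, a log2 difference of -1.13 (adjusted p = 0.0196 from limma's moderated test with Benjamini-Hochberg adjustment). The call was lost with normexp background correction and in 8 of the 12 fits that left out arrays, and over the alternatives its adjusted p ranged from 0.00557 to 0.267. With Igf1 and SP the log2 differences of this probe at 3 h were -0.27 and -0.58 and did not pass. The brightest probe passed in no comparison, with log2 differences from K5 of 0.34 with Pacap, 0.08 with Igf1 and 0.37 with SP at 3 h (standard error 0.18).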

Network analysis revealed Vegfa as the most highly interacting (hub) protein encoded by downregulated transcripts after 0.5 and 3 h following GFs treatment, whereas Cebpb was the most interacting protein encoded by up-regulated transcripts at 1 h (Figure 4). 

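The number of probes whose difference between K5 and K25 is opposite to all 3 GF differences depends on the K5 arrays, which all 4 comparisons share. Over all 30292 probes, called or not, 53.8% had opposite signs at 0.5 h, 51.5% at 1 h and 23.8% at 3 h. Next, 2 of the 4 K5 arrays were used for the apoptosis comparison and the others for the GF comparisons. The mean over the 6 ways of dividing them was 40.7%, 40.2% and 20.5%, against 29.7% in simulated data without an effect of treatment or slide. The SD over the 6 ways was 7.39, 5.92 and 3.69 percentage points. With separate K5 arrays and slide as a block, the shares were 29.5%, 24.5% and 29.2%, so that the fall from 0.5 h to 3 h was not seen in that fit.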

As expected, the number of nodes within each temporal PPI network and their physical interactions decreases over time, suggesting that the transcriptional activation of the majority of *core set* genes during the first hour after the induction of apoptosis and its rescue by GFs is required for the execution of these processes (Figure 4). Of note, in accordance with the assumption that many early response genes are dynamically regulated during neuronal activity or following neuronal insults, we found that the most interconnected *core set* genes activated during the early phases of the apoptotic/survival process encode transcription factors that in turn may coordinately regulate the transcriptional activation/repression of secondary response genes (Figure 4).

To further prioritize the leading candidate genes involved in CGNs apoptosis and survival we performed a subnetwork analysis of the general PPI network to identify significant modules/clusters. Cluster analysis of the PPI network resulted in 11 clusters that included 72 nodes and 276 edges (Figure 5a). The top 3 clusters are shown in Figure 5b. 

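The 9 genes Cebpb, Vegfa, Id2, Maf, Ahr, Traf4, Twist2, Thbs2 and Ntsr1 gave 27 GF differences at each time point, 1 for each gene and GF. None passed the threshold at 0.5 h or at 1 h in the fit without a block, and 2 did at 3 h, both with Pacap. When slide was a block, 0, 1 and 4 passed at 0.5, 1 and 3 h, the one at 1 h being Cebpb with Pacap (adjusted p = 0.00912). At an unadjusted p under 0.05 the numbers were 5, 6 and 8. In the moderated F-test over the 3 time points, 3 of the 9 genes passed between K5 and K25, 2 with Pacap, and none with Igf1 or SP. Twist2 (probe A_64_P131477), which lies on chromosome 9 of GRCr8 from 99822242 to 99866722 and encodes a basic helix-loop-helix transcription factor, had a signal at 3 h of -4.54 ± 0.26 (SD, n = 4) with Pacap and -6.10 ± 0.47 (SD, n = 4) in K5. The log2 difference was 1.56 (standard error 0.34, adjusted p = 0.00378 from limma's moderated test with Benjamini-Hochberg adjustment). The gene was dim, above background in 4 of 4 Pacap arrays and 2 of 4 K5 arrays. With normexp background correction its difference was 0.07 and did not pass. Traf4 (probe A_42_P567527), on chromosome 10 of GRCr8 from 63552251 to 63558356, encodes an adaptor protein of the TNF receptor family and was lower in K5 than in K25 at 3 h, by a log2 difference of -1.04 (standard error 0.21, adjusted p = 0.000141 from the same test). With normexp background correction this difference was -0.50 and did not pass.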

Cluster 1 exhibited the highest score and comprised 26 genes, among which are Cebpb, Vegfa, Id2, Maf, Ntrk1, Ahr, Traf4, Twist2, Thbs2 and Ntsr1 (Figure 5b). Biological processes enriched in Cluster 1 genes were associated with developmental processes, cell differentiation and regulation of cell death (Figure 5b). 

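Of the 6 genes Nr4a1, Nr4a3, Hdac5, Sphk1, Nrip1 and Rbp4, 5 passed the moderated F-test between K5 and K25, as did both Dusp9 and C1galt1. The first 6 genes gave 18 GF differences at each time point, of which 0 passed the threshold at 0.5 h, 1 at 1 h and 2 at 3 h in the limma fit. At an unadjusted p under 0.05 the numbers were 4, 5 and 7. None of the GF differences of Dusp9 and C1galt1 passed at any time point. When slide was a block, 0, 1 and 1 of the 18 passed, the one at 3 h being Nrip1 with Pacap (adjusted p = 0.0182), and so did Dusp9 with Pacap at 3 h (0.0164). Nr4a3, a nuclear receptor gene on chromosome 5 of GRCr8 from 67157141 to 67198287, was lower in K5 on the probe printed in Fig. 2 (A_43_P11932), by a log2 difference of -3.77 at 1 h (standard error 0.35, adjusted p = 1.84e-10 from limma's moderated test with Benjamini-Hochberg adjustment) and -5.68 at 3 h (adjusted p = 2.42e-17), where 3 of 4 K5 arrays were above background. Its brightest probe (A_43_P12619) had a log2 difference of -4.74 at 3 h. Dusp9 (probe A_44_P192406), a dual specificity phosphatase gene on chromosome X of GRCr8 from 156503237 to 156507162, was higher in K5 at 3 h, at -3.88 ± 0.16 (SD, n = 4) against -6.40 ± 0.36 (SD, n = 4) in K25. The log2 difference was 2.53 (standard error 0.26, adjusted p = 7.05e-11), with 2 of 4 K25 arrays above background, and with normexp background correction it was 0.90 and did not pass. Hdac5 (probe A_44_P1024065) was lower in K5 at 3 h, by a log2 difference of -1.47 (standard error 0.20, adjusted p = 1.21e-07), and lower still with Igf1, with a log2 difference from K5 of -0.75 (adjusted p = 0.0359). The Igf1 call held in 7 of 19 alternatives, with an adjusted p from 0.0161 to 0.355, and was lost with normexp background correction and with slide as a block. Sphk1 (probe A_44_P381917) was higher in K5 at 3 h, by 1.57 (standard error 0.20, adjusted p = 3.3e-08), and Rbp4 (probe A_64_P058087) by 0.95 (standard error 0.18, adjusted p = 6.56e-05). Nrip1 passed in no comparison in the fit without a block.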

Genes in cluster 2 included Nr4a1, Nr4a3, Hdac5, Sphk1, Nrip1 and Rbp4, whereas genes in cluster 3 comprised Dusp9 and C1galt1. The main terms enriched for genes in both these modules were response to stimulus and metabolic process (Figure 5b). Given these clusters originated from the overlapping *core set* genes following the action of three GFs, genes involved in these clusters/biological processes may represent key mediators of a common neuronal survival program.

### 3.3. Transcription Regulatory Network Analysis Identified a Restricted Number of Master Regulators of Neuronal Apoptosis and Survival

To identify candidate upstream regulators potentially involved in the time-dependent transcriptional regulation of neuronal apoptosis and survival, we performed an in silico analysis to predict transcription factors (TFs) whose binding sites are enriched in the promoter regions of *core set* genes using the iRegulon software. Our analysis yielded 118 significantly enriched motifs (66 for upregulated and 52 for downregulated genes) that clustered into 14 groups by similarity, with more than 100 transcription factors predicted to potentially bind the motifs present in the *core set* genes (Tables S7 and S8). We then filtered the list of enriched TFs, by including only those present in the *core set* gene. This led to the identification of the following nine transcription factors: Homeobox D9 (Hoxd9), Musculoaponeurotic fibrosarcoma (Maf), Nuclear receptor 4A1 (Nr4a1), CCAAT Enhancer Binding Protein Beta (Cebpb), Oligodendrocyte transcription factor2 (Olig2), One Cut Homeobox 2 (Onecut2), SAM Pointed Domain Containing ETS Transcription Factor (Spdef), Twist Family BHLH Transcription Factor 2 (Twist2) and Nuclear Transcription Factor Y Subunit Beta (Nfyb) (Figure 6). These nine transcription factors are predicted to directly regulate 66% (115/175) of the *core set* genes, with the majority of these predicted to be co-regulated by two or more of the transcription factors (Figure 6). In particular, the transcription factor Hoxd9 potentially targets the vast majority of the *core set* genes (degree = 142), as identified in the regulatory network analysis, and also represents the TF with the highest NES score for up-regulated genes (NES score = 4.269) (Figure 6a–c). On the other hand, the TF with the highest NES score for downregulated genes is Nr4a1 (NES score = 4.812) (Figure 6b). In addition, the “regulator-target genes analysis” identified Hoxd9, Maf, Nr4a1 and Cebpb as the most significantly overrepresented TFs in the promoters of both upregulated and downregulated *core set* genes (Figure 6a,b). 

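In the moderated F-test over the 3 time points, 1 of these 9 genes passed between K5 and K25, and that was Nr4a1. The test against K5 was passed by 3 of the 9 genes with Pacap (Nr4a1, Cebpb and Twist2), by Onecut2 with Igf1 and by Nr4a1 with SP. At single time points, none of the 27 GF differences passed at 0.5 h, 1 passed at 1 h and 4 at 3 h, and when slide was a block 0, 2 and 7 did. At an unadjusted p under 0.05 the numbers were 4, 8 and 11. Without Hoxd9, which was above background in no array at 0.5 and 1 h, 0, 1 and 4 of 24 passed, and 4, 7 and 9 had an unadjusted p under 0.05.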

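Nr4a1 (probe A_42_P682589) lies on chromosome 7 of GRCr8 from 134247153 to 134268044 and encodes an orphan nuclear receptor. At 0.5 h its signal did not differ between K5 and K25 (log2 difference 0.06, standard error 0.28). At 1 h it was 0.62 ± 0.29 (SD, n = 4) in K5 and 3.33 ± 0.03 (SD, n = 4) in K25, a log2 difference of -2.71 (adjusted p = 2.47e-09 from limma's moderated test with Benjamini-Hochberg adjustment). By 3 h the difference was -3.92 (adjusted p = 2.38e-15). With Pacap it was 2.82 ± 0.18 (SD, n = 4) at 1 h, a log2 difference from K5 of 2.20 (adjusted p = 1.28e-06), while 1.05 at 0.5 h and 0.74 at 3 h did not pass. With Igf1 the log2 difference at 1 h was 0.72 (adjusted p = 0.294), and with SP it was 1.25 (adjusted p = 0.0953). At 3 h, the log2 difference with SP was 1.24 (adjusted p = 0.0329), which 1 array decided. Without replicate 1 of K5+SP at 3 h it was 0.60 and did not pass. The call held in 6 of 19 alternatives, with an adjusted p from 0.0108 to 0.765, and was lost with slide as a block.

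**Figure D3:**
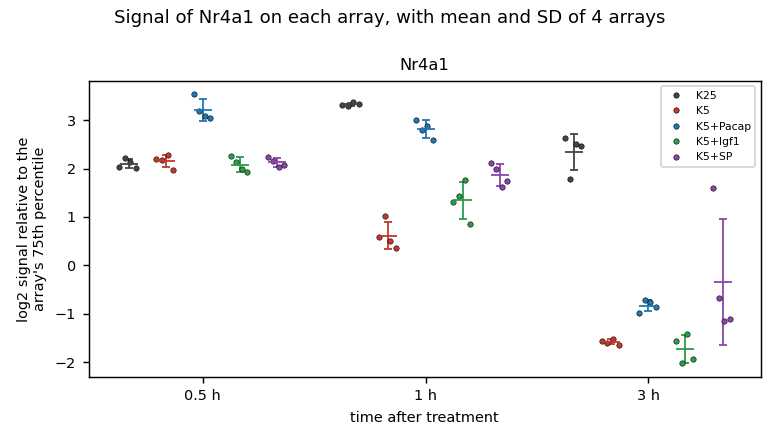
Log2 signal of Nr4a1 relative to the 75th percentile of the array (vertical axis) at each time after treatment (horizontal axis), with 1 point per array and lines for the mean and SD of 4 arrays, coloured by treatment. At 1 h all K5 arrays lie under all Pacap arrays, and at 3 h 1 SP array lies far above the other SP arrays.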

Olig2 and Onecut2 were selectively enriched for upregulated *core set* genes, whereas Twist2, Nfyb and Spdef were predicted to potentially bind the motifs present only in downregulated *core set* genes (Figure 6a,b).

By using different online tools (i.e., ClinVar, Orphanet, DrugBank, TTD) we investigated the possibility to obtain a direct and selective hampering or enhancement of the expression of apoptotic/survival-related genes by rational targeting their regulatory transcription factors. Our analysis revealed that 5/9 TFs (Olig2, Twist2, Nr4a1, Cebpb, Onecut2) targeting *core set* genes are potential drug targets. 

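Over the 5 genes Olig2, Twist2, Nr4a1, Cebpb and Onecut2 and the 3 GFs, 22 of the 30 differences from K5 at 0.5 and 1 h were positive. At 0.5 h alone 9 of 15 were positive, and at 1 h 13 of 15. With quantile normalization, 7 of 15 were positive at 0.5 h, and 19 of 30 over both time points. Normexp background correction gave 11 of 15 and 25 of 30, and slide as a block 8 of 15 and 20 of 30. Of the 30 differences, 1 passed the threshold of limma's moderated test (2 with slide as a block), and 8 had an unadjusted p under 0.05.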

Since the majority of these increase at 0.5 and 1 h during GF rescue, their pharmacological modulation might exert early anti-apoptotic or pro-survival effects.

Transcription regulatory network analysis of *core set* genes generated at each time point emphasizes how temporally distinct functional subprograms are orchestrated by interconnected TFs (Figure 7). This analysis predicted a high degree of cross-regulation among the nine transcription factors themselves and showed a common early (0.5 and 1 h) and transient peak of transcription for the majority of TFs, with the exception of Onecut2 that was activated 3 h after GF treatment (Figure 7). 

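For each of the 9 genes and 3 GFs, the time point with the largest difference from K5 was counted. It was 0.5 h in 4 of the 27 combinations, 1 h in 7 and 3 h in 16. Without Hoxd9, which was above background in no array at 0.5 and 1 h, it was 0.5 h in 4 of 24, 1 h in 6 and 3 h in 14. The change of the GF difference between time points was tested as an interaction in the same fit, and it passed the threshold in none of the 27 combinations, of which 7 had an unadjusted p under 0.05. It did in 3 combinations when slide was a block, all with Igf1 (adjusted p = 0.00833 for Onecut2, 0.0373 for Spdef and 0.0405 for Cebpb). Onecut2 (probe A_64_P163698), on chromosome 18 of GRCr8 from 60101967 to 60161095, was higher with Igf1 at 3 h, at -1.11 ± 0.10 (SD, n = 4) against -1.91 ± 0.27 (SD, n = 4) in K5, a log2 difference of 0.80 (standard error 0.16, adjusted p = 0.00270 from limma's moderated test with Benjamini-Hochberg adjustment). The call held in 16 of 19 alternatives, with an adjusted p from 0.000132 to 0.153, and was lost with normexp background correction. With Pacap the log2 difference at 3 h was 0.57 (adjusted p = 0.0769), which passed in 5 of 19 alternatives (from 0.00375 to 0.805), with slide as a block among them. With SP it was 0.33 (adjusted p = 0.714).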

Consistent with their recognized role of immediate early genes, the rapid induction/inhibition of these transcription factors generate a coordinated transcriptional response in which *core set* genes and associated gene ontology functional groups are dynamically activated throughout the entire time course (Figure 7). For example, *core set* genes involved in apoptosis, cell differentiation and development exhibited rapid but transient transcriptional activation, suggesting their primary role in the immediate response to GF treatment, whereas the dynamic and constant regulation of genes associated with cytoskeleton organization, response to DNA damage, cell adhesion and metabolic processes supports their role as secondary effectors of the transcriptional program governing neuronal fate decisions (Figure 7).

### 3.4. Disease Enrichment Analysis Revealed a Strong Association of Core Set Genes with Neurological and Psychiatric Disorders

To investigate the potential clinical relevance of *core set* genes implicated in apoptosis and survival of CGNs, we performed a Disease Enrichment analysis with DAVID bioinformatics resources, including OMIM, KEGG DISEASE, and GAD catalogs. This analysis (Table 1) revealed that 70% of the *core set* genes (121/175) are associated with human diseases, including multiple disorders affecting the central nervous system.

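The 29 genes of Table 2 were tested as a list. In the moderated F-test, 21 of them passed between K5 and K25, 3 with Pacap, 2 with Igf1 and 1 with SP, when p was adjusted over all probes. Adjusted over the list alone, 24, 9, 16 and 4 passed. The list was chosen by the study on these same samples, so that the counts adjusted over the list alone are not independent evidence.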

Of particular interest was the significant association of 29 *core set* genes with cognitive/mental diseases (bipolar disorder, anxiety, depressive syndrome, schizophrenia, attention deficit and disruptive behavior disorders) (Table 2).

To further define the potential clinical implication of the *core set* genes, we also compared their gene expression changes with disease transcriptional signatures included in the integrative Library of Integrated Network-Based Cellular Signatures (iLINCS) web platform. A significant correlation was found with cancers and neuromuscular degenerative diseases (Amyotrophic Lateral Sclerosis and Duchenne muscular dystrophy, Table 3).

### 3.5. Identification of Repurposing Drugs That Could Revert the Transcriptional Regulation of the Core Set Genes during Neuronal Apoptosis

The integrative web platform iLINCS was also used to explore drugs that could revert the transcriptional regulation of the *core set* genes during the induction of apoptosis and, thus, represent putatively therapeutically useful candidates. The top 50 chemical compounds with high negative connectivity scores are listed in Table 4. Overall, almost all the LINCS perturbagens are established neuroprotective entities and were already found to be effective against neuronal cell death. Of particular interest, 15 out of 50 compounds are antipsychotic or antidepressant drugs (Table 4), further supporting a relationship between apoptosis and psychiatric disorders [31,32,33,34,35,36,37,38] and the potential use of neuroprotective agents [39,40,41,42,43,44,45].

## 4. Discussion

The ability of a neuron to undergo or evade apoptosis depends on the activity of an integrated network of genes and their encoded proteins. Here, for the first time, we overlayed transcriptome changes occurring in CGNs during the early stages (0.5, 1 and 3 h) of the pre-commitment phase of apoptosis and their rescue by three neurotrophic factors (Igf1, Pacap and SP) acting on different receptors/intracellular second messengers. Our analysis identified a *core set* of 175 genes deregulated with opposing trends during neuronal apoptosis and GF-mediated rescue (Figure 2), As expected, we identified both rapid and delayed transcriptional changes in response to GF rescue. In particular, 117 genes showed significant changes within 30 min of GF stimulation, as expected for immediate early genes, whereas 145 genes showed transcriptional changes after 1–3 h (Figure 2). 

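In the fit without a block, the number of probes that passed limma's moderated test was highest at 3 h in every comparison. Between K5 and K25 it was 15 at 0.5 h, 406 at 1 h and 4194 at 3 h. With Pacap it was 2, 28 and 410 probes, with Igf1 0, 4 and 459, and with SP 0, 6 and 85. The counts of 0 come from the limma fit. At 0.5 h an unadjusted p under 0.05 was reached by 377 probes with Igf1 and 986 with SP, fewer than the 1514.6 expected by chance. The median size of the log2 difference among the probes called at 3 h was 1.01 between K5 and K25, 1.30 with Pacap, 0.90 with Igf1 and 1.17 with SP. The moderated F-test of the interaction, which asks whether a difference changes between time points, called 2112 probes between K5 and K25, 153 with Pacap and 154 with Igf1. For SP it called 0, with 445 probes at an unadjusted p under 0.05, fewer than expected by chance. When replicate 4 of K5+Igf1 at 1 h was left out, the count for Igf1 at 1 h rose from 4 to 276, and without replicate 2 of K5+SP at 3 h the count for SP at 3 h fell from 85 to 5. When slide was a block, the counts at 0.5, 1 and 3 h were 28, 658 and 6543 between K5 and K25, 82, 81 and 1009 with Pacap, 1, 78 and 932 with Igf1 and 0, 0 and 65 with SP, so that Pacap had no rise from 0.5 to 1 h in that fit.

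**Figure D4:**
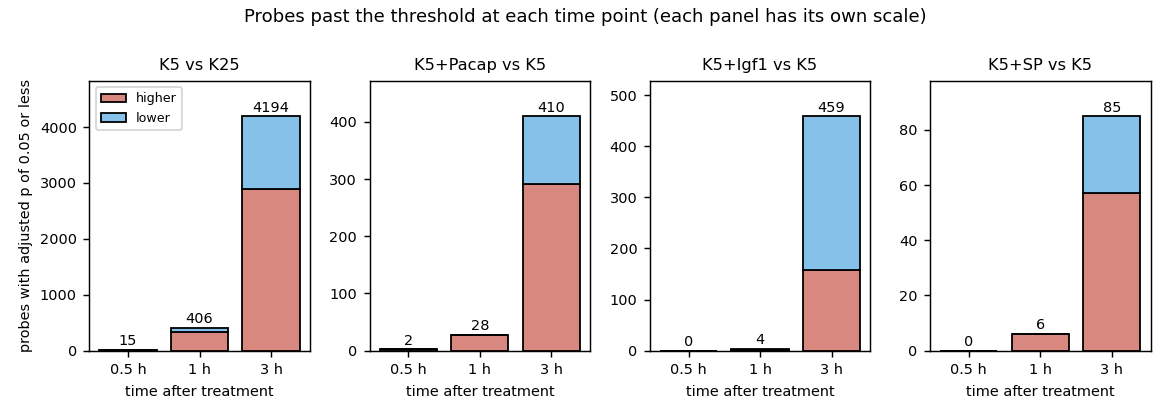
Number of probes with an adjusted p of 0.05 or less (vertical axis) at each time after treatment (horizontal axis), with 1 panel per comparison on its own scale and each bar divided into probes with a higher and a lower signal in the first-named condition. In every panel the bar at 3 h is the highest, with 4194, 410, 459 and 85 probes.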

The immediate early genes included a variety of elements involved in apoptosis, developmental process, transcriptional regulation and response to growth factor stimulus, supporting their potential role as transcriptional effectors in the induction of secondary response genes (Figure 4). On the other hand, delayed early response genes were enriched in functions related to many cellular processes, including cytoskeleton organization, response to DNA damage, cell adhesion and metabolic processes, suggesting their regulation may function as effectors of the transcriptional program governing neuronal fate decision (Figure 4). Interestingly, among these latter is Ahsa2, a gene encoding a co-chaperone that stimulates HSP90, an inducible molecular chaperone protecting neurons in neurodegenerative diseases, such as Alzheimer’s disease [46,47,48]. We found *Ahsa2* dynamically activated by GFs at 1 and 3 h following apoptotic induction. This supports the role of molecular chaperones as regulators in neuronal fate decision and indicators of cellular response to excessive protein damage (Figure 2, Figure 3 and Figure 4, Supplementary Table S6) [49,50,51,52,53].

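Ahsa2 (probe A_44_P109927), on chromosome 14 of GRCr8 from 101677447 to 101688706, was lower in K5 than in K25 at 3 h, at -1.89 ± 0.62 (SD, n = 4) against -1.03 ± 0.08 (SD, n = 4), a log2 difference of -0.86 (standard error 0.21, adjusted p = 0.00237 from limma's moderated test with Benjamini-Hochberg adjustment). Without replicate 4 of K5 at 3 h it was -0.55 and did not pass, and over the alternatives its adjusted p ranged from 0.000197 to 0.0552. Its differences from K5 at 1 h were 0.36 with Pacap, 0.16 with Igf1 and 0.14 with SP. At 3 h they were 0.22, 0.76 and 0.45. The difference with Igf1 at 3 h had an adjusted p of 0.0519, the lowest of the 6, and passed in 8 of 19 alternatives (from 0.00782 to 0.487). With SP the difference at 1 h was -0.06 when slide was a block.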

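The 7 genes Ahr, Id2, Cebpb, Twist2, Runx1t1, Maf and Runx2 gave 42 GF differences at 0.5 and 1 h. Of these, 18 were positive and 24 negative, and 0 passed the threshold in the limma fit without a block, while Cebpb with Pacap at 1 h passed with slide as a block. At an unadjusted p under 0.05 the numbers were 3 at 0.5 h and 5 at 1 h. With normexp background correction 24 of the 42 were positive and with slide as a block 22 were, so that the balance of signs depends on these settings. In the moderated F-test, 1 of the 7 genes passed between K5 and K25 and 2 with Pacap. Ahr (probe A_64_P145433), Runx1t1 (probe A_64_P086784) and Runx2 (probe A_64_P051307) passed in no comparison in the fit without a block, with standard errors of 0.16, 0.23 and 0.30 for a log2 difference.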

According to the important role played by early response genes in response to neuronal activity and neuronal insults, functional analysis of the PPI network and its corresponding module screening, identified an important cluster of immediate early genes (i.e., *Ahr*, *Ntrk1*, *Id2*, *Cebpb*, *Twist2*, *Runx1t1*, *Maf*, *Runx2)* significantly associated with transcriptional regulation, cell differentiation and regulation of cell death (Figure 3, Figure 4 and Figure 5). Among these genes, *Cebpb* had the highest connectivity degree (degree = 92) in the general PPI network, and it was activated by all GFs tested at 1h following apoptotic induction (Figure 3). 

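Cebpb had a signal at 1 h of 0.87 ± 0.40 (SD, n = 4) in K5 and 1.08 ± 0.08 (SD, n = 4) in K25. It was 1.60 ± 0.19 (SD, n = 4) with Pacap, 1.36 ± 0.19 (SD, n = 4) with Igf1 and 1.07 ± 0.07 (SD, n = 4) with SP. The log2 differences from K5 were 0.73 with Pacap (adjusted p = 0.141), 0.49 with Igf1 (adjusted p = 0.294) and 0.20 with SP (adjusted p = 0.868). Over the alternatives the adjusted p for Pacap ranged from 0.00912 to 1.00, and it passed in 2 of 19, with slide as a block and without replicate 3 of K5 at 1 h.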

*Cebpb* encodes an important transcription factor regulating the expression of genes involved in immune and inflammatory responses as well as in synaptic plasticity, neurogenesis, neuronal proliferation and differentiation [54,55,56,57,58]. Previous studies demonstrated that upregulation of C/EBP β expression in rat primary cortical and cerebellar neuronal cultures plays neuroprotective and antiapoptotic effects, whereas reduced neuronal levels of this factor is associated with Parkinson’s disease and other synucleinopathies, suggesting it as a potential pharmacological target [59,60,61,62,63]. Another important gene belonging to this functional network module is *Ntrk1* (also known as *TrkA*), a gene activated by all three GFs in the first 0.5 h following apoptotic induction and encoding the high-affinity Nerve Growth Factor receptor exerting clinically relevant biological effects on neuronal cells, and promoting neuronal survival, proliferation and differentiation [64,65,66] (Figure 4 and Figure 5). On the other hand, decreased expression of the immediate early response gene *Id2,* encoding a transcriptional modulator critical for cell growth/differentiation and neural development, corroborates previous findings demonstrating that its suppression protects CGNs from apoptosis, whereas its overexpression induces neuronal death [67,68] (Figure 4 and Figure 5).

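Id2 (probe A_43_P11685), on chromosome 6 of GRCr8 from 47469162 to 47470995, was higher in K5 than in K25 at 3 h, at 2.92 ± 0.13 (SD, n = 4) against 1.49 ± 0.33 (SD, n = 4), a log2 difference of 1.44 (standard error 0.15, adjusted p = 1.33e-10 from limma's moderated test with Benjamini-Hochberg adjustment). At 0.5 h its differences from K5 were -0.08 with Pacap, -0.20 with Igf1 and -0.12 with SP, none of which passed the threshold. With slide as a block the difference with SP at 0.5 h was 0.04. The lowest difference at any time was that with SP at 3 h, -0.51 (adjusted p = 0.184).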

The dynamic of early state transcriptional changes underlying neuronal death/survival offered us the possibility to analyze for the first time the regulatory mechanisms underlying these processes. Our analysis revealed that temporally distinct modules of *core set* genes are regulated by the coordinated action of nine transcription factors *(Hoxd9*, *Maf*, *Nr4a1*, *Cebpb*, *Olig2*, *Onecut2*, *Spdef*, *Twist2*, *Nfyb*) (Figure 6 and Figure 7). The resulting TF-target gene regulatory network driving the neuronal shift between apoptosis and survival-inducing signals is highly interconnected. The temporal organization of this program reflects the interconnections of this network, and the activities of interconnected TFs are highly synchronous (Figure 6c and Figure 7). In particular, the extended analysis of regulatory networks suggests Hoxd9 as a master regulator of neuronal apoptosis and survival, as this TF is involved in the transcriptional regulation of both the vast majority of *core set* genes and other upstream regulators and is highly integrated with its targets through a plethora of interacting loops (Figure 6 and Figure 7). Hoxd9 belongs to a highly conserved family of homeobox-containing transcription factors that plays an important role during development of the central nervous system by regulating numerous processes, including cell proliferation, apoptosis, differentiation and angiogenesis [69,70] (Figure 7). We observed downregulation of Hoxd9 during apoptosis, whereas treatment with all three GFs increased its expression since the early stages (0.5 and 1 h) (Figure 2). 

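Hoxd9 (probe A_64_P100447), on chromosome 3 of GRCr8 from 80008006 to 80010186, was above background in none of the 4 arrays of any condition at 0.5 and 1 h, so that neither a fold change nor a direction can be given there. None of the differences at these time points, between K5 and K25 or against K5 with Pacap, Igf1 or SP, passed the threshold. At 3 h the signal in K5 was above that in K25 (adjusted p = 0.0226 from limma's moderated test with Benjamini-Hochberg adjustment), but only 1 of 4 K5 arrays and none of the K25 arrays were above background, so that no fold change can be given there either. That call held in 11 of 19 alternatives, with an adjusted p from 0.00426 to 0.954, and was lost with normexp background correction.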

Our results are in accordance with previous studies demonstrating that Hoxd9 regulates the expression of several genes involved in apoptosis, whereas its loss of function causes defects in axonal targeting and reduction in neural cell numbers [71]. 

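Olig2 (probe A_64_P144123), on chromosome 11 of GRCr8 from 43961585 to 43964961, had differences from K5 of 0.28, 0.30 and 0.36 with Pacap at 0.5, 1 and 3 h (standard error 0.23). With Igf1 they were 0.16, 0.41 and 0.62, and with SP 0.13, 0.10 and 0.42. None passed the threshold, and the lowest adjusted p was 0.219, with Igf1 at 3 h (from limma's moderated test with Benjamini-Hochberg adjustment). It passed in 2 of 20 alternatives (from 0.0242 to 1.00). With slide as a block, the differences with SP at 0.5 and 1 h were -0.07 and -0.15.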

Among the enriched TFs in upregulated *core set* genes, we identified *Olig2*, whose expression levels remain constantly increased throughout the entire time course, pointing to the essential role of this TF during different stages of GF rescue from neuronal apoptosis (Figure 6a and Figure 7). Olig2 has a critical function in regulating the appearance and development of different types of neurons in the developing central nervous system, directing neuronal fate choices and promoting cell proliferation through multiple cellular pathways [72,73,74]. Of note are previous studies showing activation of *Olig2* in response to different GFs (including FGF, GDNF and PDGF) elicits neuroprotective and pro-survival effects in different neuronal types [75,76,77,78]. Reduced expression of *Olig2* in neuronal cells switches cell fate from differentiation to death, contributing to acute/chronic diseases, including psychiatric disorders, Alzheimer’s disease and Amyotrophic Lateral Sclerosis (ALS), and thus proposing this factor as a potential therapeutic target for treatment of these conditions [79,80,81,82,83,84]. On the contrary, downregulated *core set* genes are commonly regulated by Nr4a1, a key component of the Nr4a orphan nuclear receptor family of transcription factors that are rapidly and strongly upregulated in response to a diverse range of signals, including growth factors, cytokines, membrane depolarization, excitotoxic and stressful insults to the central nervous system (Figure 6b and Figure 7). 

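None of the GF differences of Maf (probe A_44_P400324), Nfyb (probe A_43_P12584) and Spdef passed the threshold in the fit without a block. Maf, on chromosome 19 of GRCr8 from 60259200 to 60622145, had a log2 difference from K5 of -0.41 with Pacap, -0.30 with Igf1 and -0.47 with SP at 0.5 h (standard error 0.23). At 3 h the differences were -0.39, -0.56 and -0.26. With slide as a block the differences of Maf with SP were 0.01, 0.09 and 0.22 at 0.5, 1 and 3 h. Nfyb, on chromosome 7 of GRCr8 from 22852543 to 22868116, had differences at 0.5, 1 and 3 h of 0.03, -0.08 and 0.21 with Pacap, -0.03, -0.09 and 0.16 with Igf1 and -0.07, -0.10 and -0.25 with SP (standard error 0.14). The Spdef probe printed in Fig. 2 (A_64_P110544) was higher in K5 than in K25 at 3 h, by a log2 difference of 0.94 (standard error 0.24, adjusted p = 0.00375 from limma's moderated test with Benjamini-Hochberg adjustment), a call that held in 16 of 19 alternatives (from 0.000519 to 0.803) and was lost with quantile normalization. Its differences from K5 at 0.5, 1 and 3 h were -0.57, -0.34 and -0.58 with Pacap, 0.39, -0.25 and 0.02 with Igf1 and 0.41, -0.22 and -0.29 with SP. On the brightest probe (A_64_P104029) they were -0.36, -0.54 and -0.47 with Pacap, 0.31, -0.37 and 0.23 with Igf1 and 0.61, 0.01 and 0.12 with SP, and that with Pacap at 3 h passed with slide as a block (adjusted p = 0.0302).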

Among the 43 candidate *core set* genes that are targets of Nr4a1, there are a number of genes already involved in the regulation of apoptosis and RNA metabolic process, including other enriched TFs (*Maf*, *Nfyb* and *Spdef)* known to promote neuronal apoptosis and whose expression levels were reduced in response to GF-induced rescue effects [85,86,87] (Figure 6b). Nr4a sub-family members are categorized as early response genes with pleiotropic physiological roles, including maintaining neuronal integrity, regulating the density and distribution of spines and synapses, suppressing apoptosis and inducing pro-survival genes [88,89,90,91]. Interestingly, a marked decrease in *Nr4a1* was associated with a variety of neurological conditions, including Alzheimer’s and Parkinson’s diseases, schizophrenia and bipolar disorders, and various activators and modulators of this TF have been investigated as probable therapeutic drugs in neuroinflammatory and neuronal cell death models [92,93,94,95,96,97,98,99,100,101].

Our promoter motif analysis provides a detailed portrait of the dynamic regulatory cascade underlying trophic factor-induced neuronal survival and highlights how dysfunctions in this very intricate regulatory program may play a key role in the development of different neurological and neuropsychiatric disorders, sustaining the existence of a universal transcriptional software regulating apoptosis and survival in different neurons, cell types and species. This aspect is further confirmed by our disease and drug repositioning analysis that demonstrated the clinical implication of the *core set* genes in cancer as well as in multiple disorders affecting the central nervous system, including ALS, Duchenne muscular dystrophy, schizophrenia and other neuropsychiatric conditions, supporting their role as potential targets of new or already existent drugs for the treatment of these severe conditions (Table 1, Table 2, Table 3 and Table 4). Indeed, among the top list of drugs that could reverse the transcriptional regulation of the *core set* genes during the induction of apoptosis, are several compounds that protect neurons from apoptosis by exerting antioxidative, anti-inflammatory or neuroprotective effects. The list also included antidepressant and antipsychotic medications, as well as a variety of other compound classes or specific drugs (i.e., tozasertib, pentoxifylline) used in different clinical settings that may be further investigated in the context of neuronal apoptosis and related brain disorders [39,40,41,42,43,44,45] (Table 4).

## 5. Conclusions

Our analysis offers for the first time a systems biology-based perspective of the complex and coordinated temporal transcriptional programs underlying apoptosis and its rescue by neurotrophic factors, further sustaining that, although acting through different upstream signaling pathways, the GF-mediated survival effects were propagated by common transcriptional regulatory cascades. 

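The likeness of the 3 GF programs was examined as the correlation of their differences from K5 across probes, which are not independent replicates. When each GF was compared with the same 4 K5 arrays, the mean correlation over the pairs of GFs was 0.550 at 0.5 h, 0.607 at 1 h and 0.246 at 3 h. Simulated data without an effect of treatment or slide gave 0.500 because of the shared K5 arrays. When separate K5 arrays were used for the members of each pair, the mean correlation was -0.0955, 0.132 and -0.165. For a single pair the SD over the 6 ways of dividing the K5 arrays was 0.140 to 0.302 and the values ranged from -0.572 to 0.504, so that the signs of these means are not settled. At 1 h the mean was -0.0699 with quantile normalization, -0.163 with the filter on dim probes and -0.0521 with slide as a block, and at 3 h it was 0.0627 with slide as a block. The direct moderated F-test between Pacap and Igf1 called 584 probes, that between Pacap and SP 559, and that between Igf1 and SP 280. From its analysis of the temporal programs, the paper concludes that the survival effects of the GFs, although started through different upstream pathways, were passed on by shared regulatory cascades.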

Besides elucidating the common mechanism and key genes by which neurotrophic factors elicit neuronal survival, we identify potential transcription factors that act as master regulatory switches to control neuronal apoptosis and survival in a temporally ordered manner. Finally, the functional exploitation of survival-related mediators allowed us to unravel their potential contribution in the pathogenesis of neurological and neuropsychiatric diseases, suggesting their role as targets for the development of therapies for these severe brain disorders. Future studies are needed to confirm these findings and to explore the role of other regulatory mechanisms, including microRNA-mediated transcriptional and post-transcriptional regulation [102,103,104,105,106,107,108].

Overall, the results presented here provide the foundation for further work to fully examine the universality of the transcriptional program governing neuronal life or death and what are the effects of its perturbation in human pathology. Similar to computers, where faults often arise from malfunctioning software, neuronal fate may critically depend on its transcription software. Thus, cracking the code of neuronal life or death may help in finding a patch for neurodegeneration through an innovative pharmacology focused on upstream targets and regulatory networks.

## Figures and Tables

**Figure 1:**
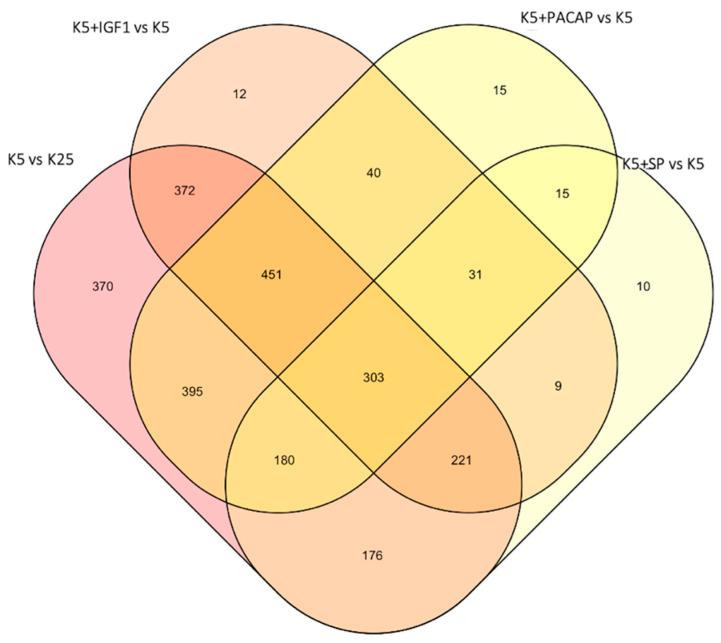
Venn diagram showing the number of genes differentially expressed in CGNs over time following induction of apoptosis (K5 vs. K25) or following rescue by SP, Pacap and Igf1. Of note, 262 genes (303 probes) were differentially expressed in all experimental conditions.

**Figure 2:**
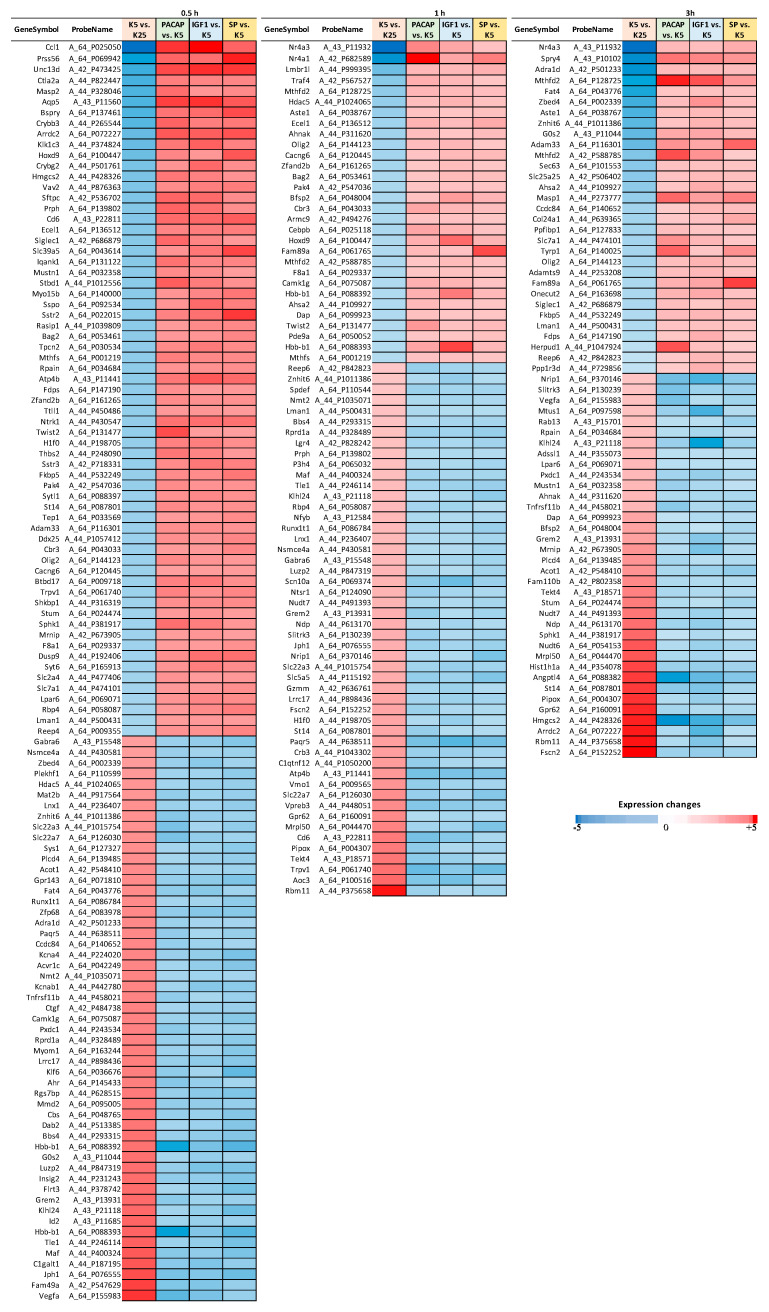
Heat maps showing the 175 *core set* genes, which were deregulated in CGNs during apoptosis or rescue by GFs and showed opposite expression in at least one-time point. Among them, 117 genes showed an opposite expression pattern at 0.5 h, 78 genes at 1 h and 67 genes at 3 h. Fold changes are shown by colors.

**Figure 3:**
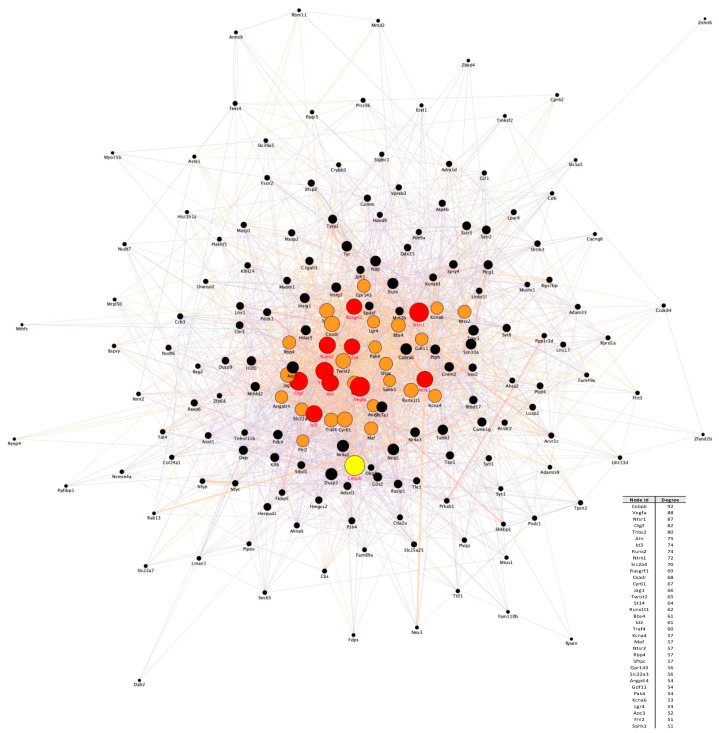
PPI network analysis. The PPI network for the 175 *core set* genes containing 187 nodes and 2668 interactions was constructed using the STRING website and visualized by Cytoscape (version: 3.8.2,) by mapping the “degree parameter” to node size. As the node size increased, the value of the connectivity degree of node genes increased. Proteins with a degree connectivity of >50 represent the most significant nodes in the PPI network and are colored from orange to red based on their node degree. Cebpb is the most interconnected node (hub) in the network and is colored in yellow. Differently colored “edges” indicate the type of evidence supporting each interaction: dark purple, co-expression; light purple, physical interaction; light blue, co-localization; light green, shared protein domain; orange, predicted; grey, other.

**Figure 4:**
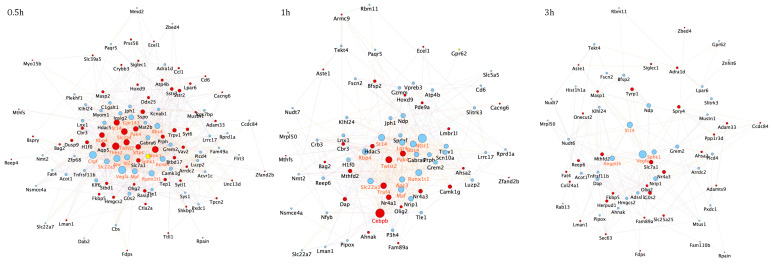
Temporal specific *core set* genes-related PPI networks. The three time-point (0.5, 1 and 3 h) specific *core set* genes-related PPI networks were constructed using the STRING website and visualized by Cytoscape (version: 3.8.2,) by mapping the “degree parameter” to node size. As the node size increased, the value of the connectivity degree of node genes increased. Light blue/red nodes indicate, respectively, down-/upregulated genes following treatment with all GFs compared with apoptotic CGNs (K5). Differently colored “edges” indicate the type of evidence supporting each interaction: dark purple, co-expression; light purple, physical interaction; light blue, co-localization; light green, shared protein domain; orange, predicted; grey, other.

**Figure 5:**
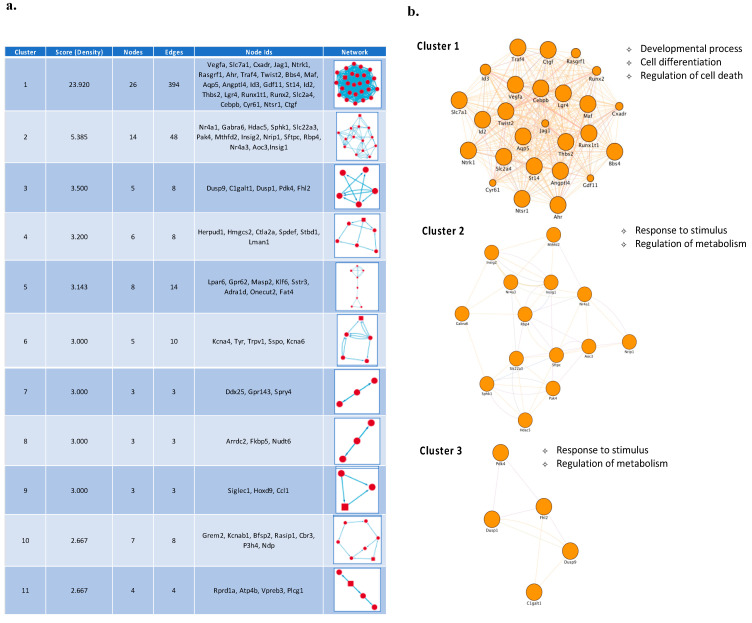
PPI network cluster analysis. (**a**) Sub-network analysis in the PPI network using MCODE identified 11 significant modules/clusters Cluster analysis in the PPI network resulted in 7 clusters, which include 72 nodes and 276 edges, and are enriched for several biological process GO terms. (**b**) Cluster 1, Cluster 2 and Cluster 3 of the top three network clusters in the sub-network analysis of PPI networks of core set genes. These clusters had the highest scores among the clusters. The cluster networks were visualized by Cytoscape by mapping the “degree parameter” to node size.

**Figure 6:**
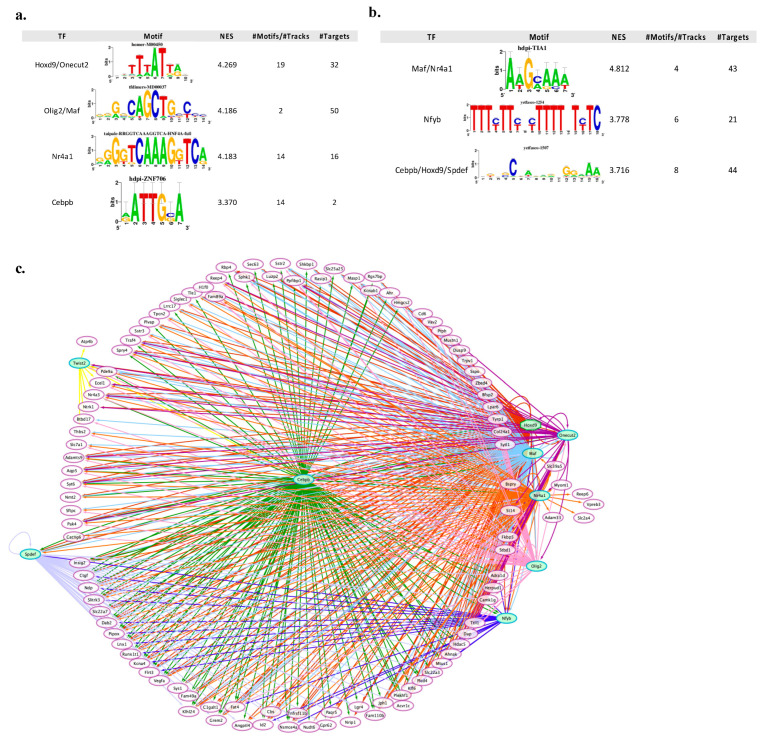
The upstream regulatory network is predicted to regulate the expression of the survival-related gene signatures in CGNs. (**a**) Result summary of the regulatory analysis with iRegulon on up-regulated *core set* genes. (**b**) Result summary of the regulatory analysis with iRegulon on downregulated *core set* genes. In particular, the top transcription binding motifs and their associated transcription factors (filtered for TF differentially expressed in our analysis) are shown. (**c**) The whole overview of the regulatory network of 9 key TFs together with their *core set* candidate targets. The network was visualized by *Cytoscape*. Targets are in white circle nodes with purple borders and TF in green hexagon nodes. Regulons for each TF are represented by different edge colors.

**Figure 7:**
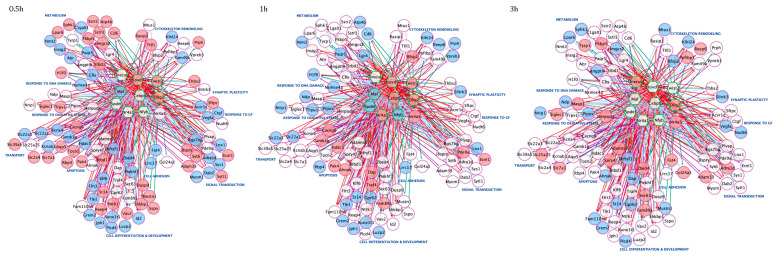
Time-course TF-gene regulatory networks revealed a common early and transient peak of transcription of upstream regulators modulating the expression of *core set* genes. Networks were visualized by *Cytoscape*. For each time-point, the node color is consistent with the logFC of each gene: genes in blue are downregulated by GF treatment, whereas the genes in red are upregulated. Targets are represented as circle nodes with purple borders and TF as green hexagon nodes. Regulons for each TF are represented by different edge colors. Target genes are grouped according to their biological functions.

**Table 1:** Disease-based functional annotation enrichment results of *core set* genes. The table shows disease enrichment results for all diseases significantly enriched with an adjusted *p*-value < 0.05.

Disease Class	*p* Value	Genes Number
Vision (*Glaucoma*, *Macular retinal edema*, …)	4.9 × 10^−3^	15
Psychiatric disorders	1.4 × 10^−2^	29
Hematological disease	4.4 × 10^−2^	22
Cardiovascular disease	4.7 × 10^−2^	50
Immune disease	5.0 × 10^−2^	37

**Table 2:** Disease genes from the “psychiatric disease” family and related disorders.

Gene Symbol	Gene Name	Disease
*ATP4B*	ATPase H+/K+ transporting beta subunit	Bipolar Disorder
*FAT4*	FAT atypical cadherin 4	Bipolar Disorder
*FKBP5*	FK506 binding protein 5	Depression, affective psychoses, post-traumatic stress disorder, bipolar disorders
*RASIP1*	Ras interacting protein 1	Bipolar Disorder
*ADRA1D*	Adrenoceptor alpha 1D	Several psychiatric disorders
*AHR*	Aryl hydrocarbon receptor	Dementia
*C1GALT1*	Core 1 synthase, glycoprotein-N-acetylgalactosamine 3-beta-galactosyltransferase 1	Bipolar Disorder
*CBS*	Cystathionine-beta-synthase	Dementia (AD), migraine disorders, schizophrenia
*DAP*	Death-associated protein	Schizophrenia
*GABRA6*	Gamma-aminobutyric acid type A receptor alpha-6-subunit	Schizophrenia, anxiety disorder
*ID2*	Inhibitor of DNA binding 2, HLH protein	Attention-deficit hyperactivity disorder
*INSIG2*	Insulin-induced gene 2	Schizophrenia
*MASP2*	Mannan binding lectin serine peptidase 2	Dementia
*NTSR1*	Neurotensin receptor 1	Schizophrenia, several psychiatric disorders
*NTRK1*	Neurotrophic receptor tyrosine kinase 1	Several psychiatric disorders, autism, dementia
*NR4A1*	Nuclear receptor subfamily 4 group A member 1	Schizophrenia, bipolar disorder
*NR4A3*	Nuclear receptor subfamily 4 group A member 3	Schizophrenia, bipolar disorder
*NUDT6*	Nudix hydrolase 6	Schizophrenia, bipolar disorder
*OLIG2*	Oligodendrocyte lineage transcription factor 2	Schizophrenia, obsessive compulsive disorder, Tourette syndrome, dementia
*PDE9A*	Phosphodiesterase 9A	Depression
*PLCD4*	Phospholipase C delta 4	Several psychiatric disorders
*PAQR5*	Progestin and adipoQ receptor family member 5	Mental Disorders
*SSTR2*	Somatostatin receptor 2	Several psychiatric disorders
*SSTR3*	Somatostatin receptor 3	Several psychiatric disorders
*SPRY4*	Sprouty RTK signaling antagonist 4	Schizophrenia
*SYT6*	Synaptotagmin 6	Mental Disorders
*TRPV1*	Transient receptor potential cation channel subfamily V member 1	Autism
*VEGFA*	Vascular endothelial growth factor A	Major depressive disorder, autism, dementia
*ZBED4*	Zinc finger BED-type containing 4	Schizophrenia, bipolar disorder

**Table 3:** The top 10 disease transcriptional signatures from iLINCS positively correlated with apoptotic CGN-related temporal expression changes.

Disease State	Concordance	*p* Value	No. of Genes
Lean	0.64	1.50 × 10^−3^	21
Adenocarcinoma	0.58	1.17 × 10^−6^	159
Hypernephroma	0.50	1.23 × 10^−2^	159
Carcinosarcoma	0.49	3.01 × 10^−2^	159
Renal_cell_carcinoma	0.49	4.11 × 10^−2^	159
Amyotrophic_lateral_sclerosis_	0.48	4.95 × 10^−5^	65
No_atrial_fibrillation	0.47	5.53 × 10^−5^	65
Duchenne_muscular_dystrophy	0.46	5.58 × 10^−5^	87
Carcinoma	0.42	1.22 × 10^−4^	80
B-cell acute lymphoblastic leukemia	0.42	3.19 × 10^−2^	26

**Table 4:** List of the top 50 repurposable drug candidates with a potential to reverse apoptotic CGNs transcriptomic signature.

Rank	Perturbation	*p*-Value	Correlation Score	Mechanism of Action	Pharmacological Class (Current Indication)
1	Tozasertib	2.08 × 10^−5^	−0.98	Aurora A/B/C kinases inhibitor	Chemotherapeutic
2	Necrostatin	5.29 × 10^−5^	−0.97	RIP1 kinase inhibitor	Inhibitor of necroptosis
3	Tianeptine	8.71 × 10^−5^	−0.97	Mu-type opioid receptor agonist	Tricyclic antidepressant
4	L-Sulforaphane	1.00 × 10^−4^	−0.97	N/A	Anticancer
5	Pentoxifylline	1.77 × 10^−4^	−0.96	Phosphodiesterase inhibitor	Hemorheological agent
6	Purmorphamine	1.80 × 10^−4^	−0.96	Sonic Hedgehog agonist	-
7	Nicergoline	1.91 × 10^−4^	−0.96	Alpha-1A adrenergic receptor antagonist	Vasodilator Agent
8	Pifithrin	2.95 × 10^−30^	−0.95	p53 inhibitor	-
9	5-Nonyloxytryptamine	2.72 × 10^−4^	−0.95	Serotonin Receptor Agonist	-
10	Nifedipine	2.79 × 10^−4^	−0.95	Specific blocker of L-type calcium channels	Antihypertensive, Antianginal
11	Tyrphostin	1.54 × 10^−15^	−0.92	EGFR inhibitor	Antineoplastic
12	Parthenolide	4.11 × 10^−15^	−0.92	NFKB inhibitor	-
13	Atorvastatin	1.03 × 10^−6^	−0.90	HMG-CoA inhibitor	Statin (used to lower lipid levels and reduce the risk of cardiovascular disease)
14	Tanespimycin	7.69 × 10^−5^	−0.86	HSP inhibitor	Anticancer
15	Monorden/Radicicol	6.94 × 10^−3^	−0.85	HSP inhibitor	-
16	Azacyclonol	1.55 × 10^−2^	−0.81	N/A	Antipsychotic
17	Rapamycin	1.66 × 10^−6^	−0.54	mTOR inhibitor	Immunosuppressive
18	Amitriptyline	7.97 × 10^−6^	−0.50	Norepinephrine and serotonin reuptake inhibitor	Tricyclic antidepressant
19	Allopurinol	8.01 × 10^−6^	−0.50	Xanthine dehydrogenase/oxidase inhibitor	Xanthine Oxidase Inhibitors; Antigout Agents
20	Nortriptyline	8.62 × 10^−6^	−0.50	Multiple	Tricyclic antidepressant
21	Bupropion	1.57 × 10^−5^	−0.49	Norepinephrine/dopamine-reuptake inhibitor	Antidepressant
22	Roflumilast	1.84 × 10^−5^	−0.48	Phosphodiesterase-4 inhibitor	Tricyclic antidepressant
23	Tranilast	3.41 × 10^−5^	−0.47	Hematopoietic prostaglandin D synthase inhibitor	Antiallergic
24	Indomethacin	3.10 × 10^−5^	−0.47	COX inhibitor	Non-steroidal anti-inflammatory drug
25	Nystatin	3.24 × 10^−5^	−0.47	Channel-forming ionophore	Antifungal
26	Theophylline	3.80 × 10^−5^	−0.47	Adenosine receptor antagonist	Bronchodilator
27	Citalopram	3.85 × 10^−5^	−0.47	Reuptake of serotonin inhibitor	Antidepressant
28	Piracetam	4.11 × 10^−5^	−0.47	Acetylcholine receptor agonist	Antipsychotic
29	Tacrolimus	5.22 × 10^−5^	−0.46	Peptidyl-prolyl cis-trans isomerase FKBP1A, inhibitor	Immunosuppressive
30	Diazepam	8.10 × 10^−5^	−0.45	GABA(A) Receptor positive allosteric modulator	Anxiolytic, sedative
31	Iproniazid	7.33 × 10^−5^	−0.45	MAO inhibitor	Antidepressant
32	Promazine hydrochloride	5.32 × 10^−4^	−0.45	Dopamine receptor antagonist	Antipsychotic
33	Cyproheptadine	1.62 × 10^−2^	−0.45	Histamine receptor antagonist	Antiallergic
34	Dipyrone	1.07 × 10^−4^	−0.44	N/A	Non-steroidal anti-inflammatory drug
35	Ethosuximide	1.0 × 10^−4^	−0.44	T-type voltage sensitive calcium channels inhibitor	Anticonvulsants
36	Phenotiazine	1.09 × 10^−4^	−0.44	N/A	Antipsychotic
37	Sulfanilamide	1.12 × 10^−4^	−0.44	Dihydropteroate synthase inhibitor	Antibiotic
38	Clozapine	1.35 × 10^−4^	−0.44	Dopamine/Serotonin antagonist	Antipsychotic
39	Lamotrigine	1.68 × 10^−4^	−0.43	Multiple	Antiepileptic
40	Doxepin	1.94 × 10^−4^	−0.43	Selective histamine H1 receptor blocker	Tricyclic antidepressant
41	Moclobemide	2.22 × 10^−4^	−0.43	MAO inhibitor	Antidepressant
42	Rifabutin	2.34 × 10^−4^	−0.43	DNA-dependent RNA polymerase inhibitor	Antibiotic
43	Rolipram	2.15 × 10^−4^	−0.43	N/A	Antidepressant
44	Enaplapril	2.75 × 10^−4^	−0.42	ACE inhibitor	Antihypertensive
45	Geldanamycin	1.62 × 10^−6^	−0.42	N/A	Anticancer
46	Sibutramine	3.77 × 10^−4^	−0.41	Dopamine, norepinephrine, serotonin transporter inhibitor	Antiobesity
47	Phenelzine	9.79 × 10^−4^	−0.38	MAO inhibitor	Antidepressant
48	Thioridazine	4.51 × 10^−5^	−0.36	Dopamine receptor antagonist	Antipsychotic
49	Artemisinin	1.09 × 10^−5^	−0.36	N/A	Antimalarials
50	Withaferin A	9.48 × 10^−5^	−0.35	N/A	Anticancer

## Data Availability

Data are contained within the Supplementary Materials. Microarray data were deposited in NCBI’s Gene Expression Omnibus (GEO) with the accession number GSE179383.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cells10113238/s1: Figure S1: Induction of apoptosis in CGNs and rescue by GFs treatment; (a) After 6 days in vitro, extracellular KCl was shifted from 25 to 5 mm for inducing apoptotic death in CGNs, whereas control neurons were incubated with a serum-free medium supplemented with 25 mm KCl (K25). To investigate the rescue effects of GFs, K5 neurons were treated with a maximal effective dose of SP, Pacap or Igf1. 48 h after apoptosis induction or rescue by GFs, neuronal viability was assessed and values shown represent the mean ±S.E.M. of four to eight determinations in two different experiments; (b) Representative fluorescence microscopy images of Hoechst 33342 staining of CGCs in control conditions (K25), 72 h after induction of apoptosis (K5) or its rescue by SP treatment. Apoptotic CGNs show chromatin condensation; Table S1: Lists of genes with significant temporal expression changes in apoptotic CGNs (K5 vs. K25); Table S2. Lists of genes with significant temporal expression changes in CGNs during rescue by Pacap (K5 + Pacap vs. K5); Table S3: Lists of genes with significant temporal expression changes in CGNs during rescue by Igf1 (K5 + Igf1 vs. K5); Table S4: Lists of genes with significant temporal expression changes in CGNs during rescue by SP (K5 + SP vs. K5); Table S5: Lists of genes with significant temporal expression changes in CGNs at the intersection of the four experimental conditions (K5 vs. K25, K5 + SP vs. K5, K5 + Pacap vs. K5, K5 + Igf1 vs. K5); Table S6: Lists of *core set* genes at the intersection of apoptosis (K5 vs. K25) and GF-mediated neuronal rescue (K5 + SP vs. K5, K5 + Pacap vs. K5, K5 + Igf1 vs. K5); Table S7: The results of upstream regulator analysis from up-regulated core set genes based on iRegulon; Table S8: The results of upstream regulator analysis from downregulated core set genes based on iRegulon.

How the deposited data were processed for this re-analysis (not part of the article)

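RNA from rat cerebellar granule neurons was measured on 60 Agilent SurePrint G3 rat arrays in a single colour. The conditions were 25 mM KCl (K25), 5 mM KCl (K5), and K5 with 100 nM Pacap, 3.26 pM Igf1 or 200 nM SP, each at 0.5, 1 and 3 h, with 4 replicates of each of the 15 conditions. The array files deposited by the authors hold, for each spot, a processed signal in units of fluorescence intensity, which Feature Extraction made by subtracting background and detrending, without scaling between arrays. The authors also deposited log2 values that they made from the same files by scaling each array to its 75th percentile and setting each probe to its median over all samples. These were used as an alternative. With both centred on the median of each probe, they lay 0.13 to 0.248 above the recomputed values on the 8 arrays of slide 7 (median over the probes of an array), and between -0.103 and 0.044 from them on the arrays of the other slides. The cause was not found.

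From the processed signal of 58717 non-control spots per array, values under 1 were set to 1, the log2 was taken, and the 75th percentile of the log2 signal of the array was subtracted. Spots that Feature Extraction marked as outliers were dropped and the other spots of a probe were averaged. Of 30367 non-control probes, 75 were left out because every spot was marked on at least 1 array, and 30292 were tested. A symbol was given to 18758 probes through the accessions of the array annotation and a reference gene table of the GRCr8 genome, and to 5 more from Fig. 2. Where a number of genes is given, the probes of 1 accession were counted once, and probes without a symbol were included. For a gene with several probes the one with the highest mean signal was used, and the probe printed in Fig. 2 was given beside it where the probes differed. Symbols and probes of Fig. 2 were read for genes that the text of the paper names, and no list for a test was read from a figure.

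The fit was made in R 4.3.3 with limma 3.58.1 and data.table 1.17.8. It held 15 means and all 60 arrays, which left 45 residual degrees of freedom for each probe. The comparisons were K5 with K25, and each growth factor (GF) with K5. Each was tested with limma's moderated F-test over the 3 time points and with limma's moderated test at each time point. The change of a difference between the time points was tested with a moderated F-test of the interaction. The growth factors were also compared with each other and with K25. The p-values were adjusted by the Benjamini-Hochberg method over the 30292 probes, with a threshold of 0.05. A probe called in the F-test was counted as higher or lower by the sign of its largest difference. The core set was counted as in the paper, as the probes that passed in all 4 comparisons and whose difference between K5 and K25 had the opposite sign to all GF differences in at least 1 time point. A signal counted as above background where Feature Extraction marked the spot as well above background. Where a group had no array above background, its signals were raised to a background limit for the fold change. The limit was the lowest signal well above background of any spot on the array. The spread between arrays is not included either, so that such a fold change is no strict lower bound. The number of arrays limits the precision, and the median residual SD of a probe was 0.528 on the log2 scale.

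All 4 comparisons contain the K5 arrays. In data simulated without any effect, the correlation across probes between the difference of K5 from K25 and that of a GF from K5 was -0.497, and that between a pair of GFs was 0.500. Both correlations, and the share of probes with opposite signs, were therefore also computed with the 4 K5 arrays of a time point divided, 2 for each side, and averaged over the 6 ways of dividing them. The share of opposite signs in simulated data was then 29.7%. The simulated arrays varied independently, without an effect of slide. In the data, slide as a block was past the threshold for 87.0% of the probes, so that these simulated values may not hold for the real arrays.

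The procedure was tested on simulated data in which 200 probes were given a log2 difference of 1 in every comparison. The F-test recovered 106 of them between K5 and K25, 105 with Pacap, 107 with Igf1 and 99 with SP, and 84 in all 4 comparisons at once. Of the 111, 110, 117 and 105 probes called, 5, 5, 10 and 6 were false. A 2-step regression, run on other arrays simulated in the same way, recovered 66, 58, 66 and 72 of the 200. In simulated data without any effect, no probe passed the F-test in all 4 comparisons.

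The following choices were made before the data were examined: the fit and its tests, the lists and genes to be named, and these alternatives. They were quantile normalization, normexp background correction with an offset of 50, the authors' log2 values, a filter on probes well above background in all 4 arrays of at least 1 condition, slide as a block, replicate number as a block, a fit of only the arrays of the 2 treatments compared, an adjusted p of 0.01, a call at any single time point, and the mean of all probes of a gene. Stricter rules for opposite signs (an unadjusted p under 0.05, or a 1.5-fold difference, in all 4 comparisons) and another definition of background (not above it in at least 30 of the 60 arrays) were also among them. So was a re-written 2-step regression after maSigPro, quadratic in time and fitted to the 2 groups of a comparison, with an overall F-test at an adjusted p of 0.05, backward selection at 0.05 and a group coefficient kept, with R-squared of at least 0.7 or without that limit. Each replicate number and each of the 60 arrays was left out in turn. Normexp was set for the mean signal of a spot and was run on its median signal, a change made after the files were seen. Scan day as a block, the log2 of the array's 75th percentile as a covariate, and the 2-step regression on the authors' log2 values were added after seeing the data.

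The genes to be named were set as every gene of the core set that the results or discussion of the paper name, the 29 genes of Table 2 as a list, the genes of 6 further lists, and for each comparison the 3 genes with the largest log2 difference at any time point. For the last, a gene had to pass the F-test, to be above background in all 4 arrays of at least 1 of the groups compared, and to show no overlap between the arrays of the groups. Of the genes so set, 1 is not reported here. The 6 lists are immediate early genes that respond to depolarization, genes of apoptosis of cerebellar granule neurons, and markers of granule neurons, oligodendrocytes, astrocytes and red blood cells. Network, motif, enrichment and drug analyses of the paper were not analysed here.

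How often other groupings of the arrays give as many calls was counted with 100 groupings of the arrays of each comparison within time points, the real one included, and with all 35 groupings of 8 arrays at a single time point. For the overlap of the 4 comparisons, the 5 treatments were regrouped together 100 times. Correlations between array brightness and principal components were tested with 1e+05 permutations.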

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

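The tests of regrouped arrays, of calls kept with slide or array brightness in the fit, and of the place of single arrays far from the others were chosen only after the results were seen.

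In an array measure or a gene of the text, an array was taken as far from the other 3 of its condition when its gap to the nearest of them, divided by the range of the 4, was above Dixon's 95% critical value of 0.829, which happens by chance in about 1 of 20 groups. Among 30 groups of 2 array measures, 3 were above. The 75th percentile of replicate 1 of K5+SP at 3 h was far below that of the others (ratio 0.879), and its share of spots well above background was 45.5%, against 73.6% to 77.3% (ratio 0.884). For replicate 4 of K5 at 1 h that share was 67.7%, against 77.0% to 77.7% (ratio 0.934). Among 190 groups of genes, at the time points at which Fig. 2 shows them, 18 were above, where 9.5 are expected by chance. The ratios were 0.918 for Cebpb in replicate 4 of K5+Pacap at 1 h, and for Maf 0.846 in replicate 4 of K5+Pacap at 0.5 h, 0.922 in replicate 2 of K5+Igf1 at 0.5 h and 0.896 in replicate 1 of K25 at 1 h. For Ahr they were 0.908 in replicate 1 of K5 and 0.839 in replicate 4 of K5+Pacap, both at 0.5 h. For Traf4 the ratio was 0.892 in replicate 2 of K5 at 1 h. For Nr4a3 it was 0.83 in replicate 1 of K5 at 1 h and 0.878 in replicate 1 of K5+SP at 3 h. For Nrip1 it was 0.829 in replicate 4 of K5 and 0.867 in replicate 2 of K5+SP, both at 1 h. Dusp9 had 0.884 in replicate 1 of K5+Igf1 at 0.5 h. Hoxd9 had 0.863 in replicate 2 of K5 and 0.862 in replicate 1 of K5+SP, both at 0.5 h, where no array was above background for it. The remaining ratios were 0.881 for Olig2 in replicate 4 of K5 at 3 h, 0.901 for Onecut2 in replicate 2 of K5+Pacap at 3 h, 0.831 for Spdef in replicate 4 of K5+Pacap at 1 h and 0.899 for Ahsa2 in replicate 4 of K5 at 3 h.

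The 18 groups of genes come from 15 arrays, since some arrays were far in more than 1 gene. Of the 15 arrays, 4 lay on slide 7, where 2.75 are expected from the place of the arrays of each condition (exact one-sided probability of as many or more 0.259), and 5 were the dimmest of their 4 arrays, where 3.75 are expected (0.297). Neither number decides, so that an effect of slide 7 and dimness of the array both stay open, the latter for single cases such as replicate 1 of K5+SP at 3 h. The design gives no biological explanation for a difference between replicates, and none was tested. For Ahsa2 in K5 at 3 h, the value without replicate 4 is given at the claim.

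The difference between K5 and K25 changed between the time points for 2112 probes in the moderated F-test of the interaction, that between Pacap and K5 for 153, and that between Igf1 and K5 for 154. Of these, 2105, 151 and 154 stayed past the threshold with slide as a block, which argues against slide as the whole cause. As many calls were made in 4, 4 and 5 of the 100 groupings, the real one included, with highest counts of 3119, 1983 and 2729 in the others. Chance can thus be excluded for K5 and Pacap only by a narrow margin, not adjusted for the number of such counts, and not for Igf1. For SP the interaction called 0 probes in limma, with 445 at an unadjusted p under 0.05, fewer than expected by chance, and all 100 groupings gave as many. A change of the response with time after treatment, which the design names, stays open and was not tested apart from these counts.

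Among the genes of the text, the difference between K5 and K25 changed with time for 9, given here with the log2 difference at 0.5 and at 3 h and the adjusted p of the interaction. They were Ntsr1 (-0.02 and 3.17, 5.06e-10), Id2 (0.59 and 1.44, 0.00109), Nr4a1 (0.06 and -3.92, 6.68e-10), Nr4a3 (0.47 and -4.74 on its brightest probe, 5.06e-10), Hdac5 (0.07 and -1.47, 0.000383), Sphk1 (-0.18 and 1.57, 4.57e-05), Rbp4 (-0.09 and 0.95, 0.0116), Dusp9 (-0.16 and 2.53, 3.49e-07) and C1galt1 (0.72 and -0.95, 0.00898). At 3 h the 4 K5 arrays did not overlap the 4 K25 arrays in these genes except C1galt1. All 9 of these 9 genes stayed past the threshold with slide as a block. For Ctgf the difference with Pacap was -0.05 at 0.5 h and -1.09 at 3 h, with an adjusted p of 0.0381 for the interaction. The remaining explanation that the design names is a response that builds up by 3 h, which stays a hypothesis, since it was found and tested on the same arrays.

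The paper does not report direct comparisons between the GFs or of the GFs with K25. The moderated F-test called 584 probes between Pacap and Igf1 (428 higher and 156 lower with Pacap), 559 between Pacap and SP (309 higher and 250 lower) and 280 between Igf1 and SP (69 higher and 211 lower with Igf1). Against K25 it called 3873 probes with Pacap, 3033 with Igf1 and 3505 with SP. With slide as a block, 536, 421 and 280 of the calls between GFs and 3763, 2989 and 3437 of those against K25 stayed past the threshold. With array brightness as a covariate, 544, 504 and 266, and 3823, 2964 and 3372, did. In each of these 6 comparisons only 1 of 100 groupings, the real one, gave as many calls. The highest counts in the others were 8, 324 and 221 between GFs, and 3490, 2801 and 2864 against K25. Chance is thus unlikely as the whole cause, without adjustment for the number of such counts. The calls that stayed argue against slide and brightness as the whole cause. A difference between the treatments stays open, and so does any handling difference that went with a treatment, since Igf1 and SP arrays lay mostly on other slides than K5 and Pacap arrays.

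The genes with the largest differences, beside those the paper names, were Trim17 (log2 difference 5.87) and Npas4 (-5.85) between K5 and K25 at 3 h, each above background in only 1 of 4 arrays of the dimmer group, so that sizes and order are uncertain. With Pacap at 3 h they were Npy1r (4.5 in the fit), Gprc5a (4.35, adjusted p = 3.45e-14) and Perm1 (-3.45, adjusted p = 6.16e-13, above background in 3 of 4 Pacap arrays). No K5 array was above background for Npy1r, and with K5 raised to the background limit it was 7.74-fold higher. Its place before Gprc5a is uncertain, and it was not past the threshold with normexp background correction. With Igf1 at 3 h the largest were Egr1 (-2.32), Fbxo32 (-2.27, adjusted p = 0.000288, above background in 3 of 4 Igf1 arrays) and C2h5orf34 (-2.23, adjusted p = 1.39e-07). All 8 stayed past the F-test with slide as a block, which argues against slide as the whole cause. In each of the 8 the 4 arrays of the groups did not overlap, which was also the condition for naming them. With SP at 1 h the largest were Vom2r73 (3.66, or 3.88-fold with K5 raised to the background limit, adjusted p = 0.0551), Dlk1 (3.46) and Or2b4 (3.37, adjusted p = 0.130). They were above background in 4 of 4 SP arrays and in 0, 1 and 1 of 4 K5 arrays. Their sizes and order are therefore uncertain. Only 1 of these 3 stayed past the F-test with slide as a block (Dlk1). With that block the differences of Vom2r73 and Or2b4 were 3.19 and 3.01 and did not pass, and a few genes that are dim in K5 cannot decide whether slide caused them.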

How the results depend on the processing

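The tests with scan day as a block, with array brightness as a covariate, with the 2-step regression on the authors' log2 values, with slide or replicate number as a block or 1 replicate left out in the comparisons of K5 divided or of GFs with each other, and of regrouped replicate numbers were chosen only after the results were seen. Counts are of probes past the adjusted threshold unless a share or a correlation is named, a count within 1.5 times the reported one was taken as unchanged, and no gene named in the text that passed the threshold reversed its direction in any alternative.

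For the genes named in the text, 348 differences at single time points were recomputed. The side of the threshold was kept in 343 with the filter on dim probes (5 passed in addition), 341 in the authors' log2 values (4 in addition, 3 lost), 338 with only the arrays of the treatments compared (4 in addition, 6 lost), 336 with quantile normalization (9 in addition, 3 lost), 333 with normexp (15 lost), 334 in the replicate block (14 in addition) and 327 with slide as a block (17 in addition, 4 lost). With the mean of all probes of a gene, all 108 differences of genes with several probes kept their side. When single arrays were left out, 2728 of 2784 kept it, and when a replicate number was left out of every condition 1352 of 1392. Among differences that passed in neither fit, the sign changed in 21 in the authors' log2 values, 20 with quantile normalization, 42 with normexp, 44 with slide as a block, 31 with the mean of all probes, 185 with single arrays left out and 124 with a replicate number left out, and in 0 with the filter on dim probes, only the arrays compared or the replicate block.

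Quantile normalization left the F-test counts at 3052, 369, 266 and 84 for K5 against K25, Pacap, Igf1 and SP, and 2543, 279, 209 and 55 of these calls were shared with the reported ones. It gave 3 probes in all 4 comparisons instead of 1, a core set of 3, with 2 at 0.5 h and 2 at 1 h, 1 call for Igf1 at 0.5 h, 2 for SP at 1 h and 1 for the interaction with SP. With separate K5 arrays, the share of opposite signs was 30.8% at 1 h and 25.4% at 3 h, against 40.2% and 20.5%. The median difference of all probes, without it, was -0.23, -0.14 and 0.18 between K5 and K25 at 0.5, 1 and 3 h, 0.10 and -0.18 with Pacap at 1 and 3 h, 0.21 and -0.10 with Igf1 at 1 and 3 h, and 0.17, 0.17 and 0.21 with SP, and quantile normalization removes such a shift by construction. The share of higher probes among the calls moved from 71.9% to 60.9% between K5 and K25 and from 87.7% to 72.6% with SP, and at 3 h from 68.7% to 56.5% and from 67.1% to 55.9%. Among the 4 calls for Igf1 at 1 h it moved from 50% to 75%.

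Normexp correction, which shrinks differences between dim signals, lowered the F-test counts to 1402, 181, 81 and 4, of which 1395, 175, 81 and 3 were shared with the reported calls. It left 0 probes in all 4 comparisons and a core set of 0, with 0 at 0.5 h and 0 at 3 h, where 14 of all probes at 1 h, 49 at 0.5 h and 60 at 3 h had opposite signs at an unadjusted p under 0.05 without it. The counts between K5 and K25 were 6, 82 and 1986 at 0.5, 1 and 3 h. They were 17 and 208 for Pacap, 0 and 175 for Igf1, and 0 and 8 for SP, each at 1 and 3 h. The share of higher probes was 62.2% between K5 and K25 at 1 h, against 83.3%, 50% with SP at 3 h, and 100% among the 4 SP calls of the F-test. That dim probes are affected follows from the offset of 50. Whether it accounts for each lost call was not tested.

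With the authors' log2 values, the F-test counts were 3142, 312, 201 and 70, of which 2887, 268, 173 and 58 were shared. The core set had 0 probes at 0.5 h, and the counts were 1 for Pacap at 0.5 h and 0 for SP at 1 h. With Igf1 at 1 h the share of higher probes was 66.7%. The cause was not tested. The filter on dim probes, with fewer probes to adjust for, gave 3873, 393, 368 and 87, and 2 probes in all 4 comparisons, a core set of 2, with 2 at 3 h. It gave 25 calls between K5 and K25 at 0.5 h, 9 for Igf1 at 1 h (66.7% higher) and 14 for SP at 1 h. With separate K5 arrays, the share of opposite signs was 29.9% at 1 h and 25.5% at 3 h, and the correlation between GFs at 1 h was -0.163, against 0.132.

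Slide as a block raised the F-test counts to 5431, 1017 and 1000 for K5 against K25, Pacap and Igf1 and lowered that for SP to 35. It gave 5 probes in all 4 comparisons and a core set of 3, with 3, 1 and 3 at 0.5, 1 and 3 h. At these time points the counts were 28, 658 and 6543 between K5 and K25, 82, 81 and 1009 for Pacap, and 1, 78 and 932 for Igf1, while SP had 0 at 1 h. Between GFs, 1580 probes differed for Pacap and Igf1 and 1503 for Igf1 and SP. The interaction called 4163 probes between K5 and K25, 346 with Pacap, 1163 with Igf1 and 22 with SP. With separate K5 arrays, the share of opposite signs was 29.5%, 24.5% and 29.2%, against 40.7%, 40.2% and 20.5%, and the correlation between GFs at 3 h was 0.0627, against -0.165. The share of higher probes was 62.9% for Pacap (75.7% without the block), 45.5% for Igf1 (34.1%) and 51.4% for SP, and at single time points 78.0% and 74.1% for Pacap at 0.5 and 1 h, 60.3% for Igf1 at 1 h and 49.2% for SP at 3 h. The median residual SD fell to 0.356 with this block. The median standard error of the SP differences also fell, from 0.370 to 0.288, and the cause of the fall in SP calls was not tested further.

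The replicate block gave 4947 calls in the F-test between K5 and K25, 537 for Pacap, 612 for Igf1 and 167 for SP, and all of the reported calls were among them (3435, 341, 287 and 73). It gave 5 probes in all 4 comparisons and a core set of 3, with 2 at 0.5 h and 2 at 3 h. There were 48 calls between K5 and K25 at 0.5 h, 9, 47 and 653 for Pacap at 0.5, 1 and 3 h, 31 and 920 for Igf1 and 21 and 188 for SP, both at 1 and 3 h. Between GFs, the counts in the replicate block were 1101 for Pacap and Igf1, 1278 for Pacap and SP and 582 for Igf1 and SP, and the interaction called 383 probes with Igf1 and 1 with SP. The share of higher probes was 74.3% for SP, 67.7% for Igf1 at 1 h and 88.9% for Pacap at 0.5 h. The replicate numbers were not taken as pairs in the main fit. In only 3 of 12 comparisons at single time points was every correlation between the deviations of arrays with the same number above 0.1. That rule does not show an absence of pairing. The mean correlation was 0.221 for the same number and -0.0709 for other numbers. At 0.5, 1 and 3 h the mean for the same number was 0.572, 0.388 and 0.399 with Pacap, and -0.0817, -0.0239 and 0.0575 for K5 against K25. A division of the arrays by replicate number, 1 and 2 against 3 and 4 in place of the treatments, called 1850 probes for Pacap, 3101 for Igf1 and 73 for SP, as many as the treatments or more, and 0 for K5 and K25, and the other pairings of numbers called 0. The replicate block, which takes out that division, gave the counts of 537, 612 and 167 above.

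With scan day as a block, the counts were 5095 between K5 and K25 and 679, 900 and 192 for Pacap, Igf1 and SP. It gave 8 probes in all 4 comparisons and a core set of 6, with 5, 2 and 4 at 0.5, 1 and 3 h. With array brightness as a covariate they were 3828, 443, 287 and 95, and both the overlap and the core set stayed at 1. The cause of the rise with blocks was not tested further than the smaller residual SD.

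With only the arrays of the treatments compared, which leaves fewer degrees of freedom, the F-test called 2704 probes between K5 and K25, 283 for Pacap, 54 for Igf1 and 27 for SP. It left 0 probes in all 4 comparisons and a core set of 0, with 0 at 0.5 h and 0 at 3 h. The counts were 6 between K5 and K25 at 0.5 h, 0 and 163 for Igf1 at 1 and 3 h, and 0 and 0 for SP. The share of higher probes was 18.5% for Igf1 (22.1% at 3 h) and 100% for SP. An adjusted p of 0.01 gave 2367, 236, 136 and 45, with 0 probes in all 4 comparisons and a core set of 0, with 0 at 0.5 h and 0 at 3 h, by its stricter limit. A call at any single time point gave 4263, 422, 463 and 85, with 2 probes in all 4 comparisons and a core set of 2, with 2 at 3 h. When an unadjusted p under 0.05 was required in all 4 comparisons the core set had 0 probes at 0.5 h, and when a 1.5-fold difference was required it had 0, with 0 at 0.5 h and 0 at 3 h, both by their stricter limits.

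The 2-step regression with R-squared of at least 0.7 called 1651 probes between K5 and K25, 1320 for Pacap, 772 for Igf1 and 580 for SP, of which 1463, 273, 158 and 41 were among the reported calls. It gave 88 probes in all 4 comparisons and a core set of 68, with 49, 24 and 19 at 0.5, 1 and 3 h. Without a limit on R-squared it called 3696, 2209, 1538 and 1278 probes and 163 in all 4 comparisons, with a core set of 120 and 91, 44 and 43 at the time points. On the authors' log2 values it called 3214, 1846, 1266 and 1092 without the limit and 127 in all 4 comparisons, with a core set of 113 and 79, 49 and 48. With R-squared of at least 0.7 these values gave 1427, 1113, 598 and 498, with 71 in all 4 comparisons, a core set of 63, and 44, 26 and 22 at the time points. A probe can pass it by a single group coefficient that is kept, without adjustment at that step, which the F-test does not allow. The part this plays in the counts was not tested.

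When the K5 arrays were shared instead of divided, the share of opposite signs was 53.8% at 0.5 h and 51.5% at 1 h. The correlation between the differences of K5 from K25 and of the GFs from K5 was -0.622, -0.601 and -0.249 at 0.5, 1 and 3 h, against -0.0643, -0.133 and 0.0935, and that between GFs was 0.550, 0.607 and 0.246, against -0.0955, 0.132 and -0.165. Sharing adds such correlations by construction, as the simulated data showed.

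With 1 array or 1 replicate number left out, the F-test count ranged from 2027 (without replicate 3) to 3495 between K5 and K25, from 147 (without replicate 3) to 356 for Pacap, from 88 (without replicate 2) to 460 (without replicate 4 of K5+Igf1 at 1 h) for Igf1, and from 24 (without replicate 3) to 87 for SP. Igf1 also moved with 1 array to 172 without replicate 4 of K5+Igf1 at 3 h and to 188 without replicate 4 of K5 at 3 h. The overlap of all 4 comparisons ranged from 0 to 2 and the core set from 0 to 2, and both changed in 46 of 64 such fits. At 0.5 h the core set ranged from 0 to 1, changed in 51 of 64, at 1 h from 0 to 1 (1 without replicate 4 of K5+Igf1 at 1 h) and at 3 h from 0 to 2. The counts between K5 and K25 ranged from 7 to 21 at 0.5 h (9 without replicate 4 of K5) and from 155 to 365 at 1 h (256 without replicate 3 of K25 and 261 without replicate 4 of K5), and at 3 h from 2896 to 4116, which was unchanged. For Pacap they ranged from 0 to 4, 18 to 32 and 221 to 402 at 0.5, 1 and 3 h. For Igf1 they ranged from 0 to 276 at 1 h (276 without replicate 4 of K5+Igf1, 48 without replicate 3) and from 189 to 441 at 3 h (288 without replicate 2 of K5+Igf1). For SP they ranged from 0 to 23 at 1 h (23 without replicate 2 of K5) and from 1 to 90 at 3 h (5 without replicate 2 of K5+SP). Between GFs they ranged from 189 to 556 for Pacap and Igf1, from 268 to 452 for Pacap and SP and from 73 to 233 for Igf1 and SP. Fewer arrays lower the counts by construction, while the cause of the rises was not tested.

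Signal over background limits the dim probes. Of the tested probes, 31.3% were in no condition above background in all 4 arrays, against 1.48%, 0.293%, 0.697% and 6.85% of those called between K5 and K25 and for Pacap, Igf1 and SP. When background was taken as not above it in at least 30 arrays, the shares were 33.1% of all probes and 8.09%, 4.40%, 2.44% and 32.9% of the calls. The new definition counts probes that are bright in a few conditions alone, which raises the shares by construction.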

Differences from the paper's values

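The alternatives named here as chosen after seeing the values are the tests selected only after the results were seen. A value is taken as different when it is more than 1.5 times the other, genes are probes of 1 accession counted once, and the alternatives not named as coming within 1.5 times the paper's value did not. The values are those of the moderated F-test.

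For K5 against K25 the paper gives 2054 genes, and 3231 were counted. Among the alternatives set before the data were examined, the count came within 1.5 times the paper's value with quantile normalization, with the authors' log2 values, with only the arrays of the treatments compared, at an adjusted p of 0.01, with the 2-step regression with R-squared of at least 0.7 (1559 genes), without replicate 1, 2, 3 or 4 of every condition, without any single K25 or K5 array at 3 h, and without replicate 3 or 4 of K25 at 1 h. It did not with normexp, the filter on dim probes, slide as a block, the replicate block, a call at any single time point, the 2-step regression without a limit on R-squared (3487) or the other single arrays left out. The 2-step regression on the authors' log2 values without a limit (3027), chosen after seeing the values, also came within it.

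For Pacap the paper gives 1185 genes, and 303 were counted. The count came within 1.5 times with slide as a block and with the 2-step regression with R-squared of at least 0.7 (1243 genes), and not with the other alternatives set before the data were examined. For Igf1 the paper gives 1261 genes, and 280 were counted. It came within 1.5 times with slide as a block and with the 2-step regression without a limit (1493 genes), and not with the others set before. For SP the paper gives 820 genes, and 72 were counted. It came within 1.5 times with the 2-step regression with R-squared of at least 0.7 (571 genes), and not with the others set before. The 2-step regression on the authors' log2 values, chosen after seeing the values, came within 1.5 times without a limit for Pacap (1746 genes), Igf1 (1232) and SP (1075), and with R-squared of at least 0.7 for Pacap (1044). Scan day as a block, also chosen after seeing the values, did for Igf1 (865).

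In all 4 comparisons the paper gives 262 genes and 303 probes, and 1 gene and 1 probe were counted. None of the alternatives set before the data were examined came within 1.5 times these values, and the nearest was the 2-step regression without a limit, with 160 genes and 163 probes. For the core set the paper gives 175 genes, and 1 was counted. The 2-step regression without a limit (118 genes) came within 1.5 times, and the other alternatives set before did not.

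By time point the paper gives a core set of 117 genes at 0.5 h, 78 at 1 h and 67 at 3 h, and 145 for the last 2 time points together, while 1, 0 and 1 were counted, and 1 together. The count of 0 comes from the limma fit, where 14 of all probes had opposite signs at 1 h with an unadjusted p under 0.05 in all 4 comparisons. At 0.5 h the 2-step regression without a limit (89 genes) came within 1.5 times the paper's value and the other alternatives set before did not. At 1 h, at 3 h and together, none of those set before did, and this regression gave 43 and 43. On the authors' log2 values without a limit, chosen after seeing the values, it came within 1.5 times at 0.5 h (79 genes), at 3 h (48) and together, and not at 1 h (49).

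In Fig. 2 the differences of the genes named in the text were compared by sign. In 38 combinations of gene and time point, the probe printed in Fig. 2 had all 4 signs as shown in 36, and the brightest probe in 32. The exceptions on the printed probe were Ahr at 0.5 h and Rbp4 at 1 h, both shown as lower with SP than in K5, where the difference was 0.00 for Ahr and 0.04 for Rbp4. Hoxd9 at 0.5 and 1 h is among the 38, and since no array was above background for it there, its signs carry no weight. All 4 differences passed the threshold in 0 of the 38 combinations in limma, at least 1 passed in 7 on the printed probe and 6 on the brightest, and all 4 had an unadjusted p under 0.05 in 1, Nr4a1 at 1 h.

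The paper states that Cebpb was activated by all GFs at 1 h. None of the differences of 0.73, 0.49 and 0.20 with Pacap, Igf1 and SP passed the threshold. Pacap passed with slide as a block (adjusted p = 0.00912) and without replicate 3 of K5 at 1 h (0.0349), with a range from 0.00912 to 1.00 over the alternatives. The paper describes Id2 as decreased by the GFs, where none of the differences passed in any alternative and those at 0.5 h were -0.08, -0.20 and -0.12.

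Hoxd9 is described as lower during apoptosis and raised by all GFs at 0.5 and 1 h. No array of any condition was above background for it at these time points, and none of these differences passed in any alternative. At 3 h the signal in K5 was above that in K25 (adjusted p = 0.0226), with 1 of 4 K5 arrays and none of the K25 arrays above background. Olig2 is described as raised over the whole time course. None of its differences passed, while that with Igf1 at 3 h passed with quantile normalization (adjusted p = 0.0242) and in the replicate block (0.0451), with a range from 0.0242 to 1.00. The paper describes Maf, Nfyb and Spdef as reduced by the GFs. None of their differences passed, except that the brightest Spdef probe with Pacap at 3 h passed with slide as a block (-0.47, adjusted p = 0.0302, with a range from 0.0302 to 0.999), and Nfyb had differences of -0.08, -0.09 and -0.10 with Pacap, Igf1 and SP at 1 h, the signs that Fig. 2 shows, and of 0.21, 0.16 and -0.25 at 3 h. Ahsa2 is described as activated by the GFs at 1 and 3 h. None of its differences passed, while that with Igf1 at 3 h passed with quantile normalization (adjusted p = 0.0107), in the authors' log2 values (0.0177), with the filter on dim probes (0.0302), with slide as a block (0.0492), in the replicate block (0.00782) and without replicate 1, 2 or 3 of K5 at 3 h (0.0406, 0.0314 and 0.0457), with a range from 0.00782 to 0.487.

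For the timing of the 9 transcription factors, the paper describes an early and transient peak for most of them. Over the 27 combinations of gene and GF, the largest difference from K5 was at 0.5 h in 4, at 1 h in 7 and at 3 h in 16. Without Hoxd9 it was so in 4, 6 and 14 of 24. Onecut2 is described as activated by the GFs at 3 h, where Igf1 passed, and Pacap (0.57) and SP (0.33) did not. Pacap passed with quantile normalization (adjusted p = 0.0112), the filter on dim probes (0.0445), slide as a block (0.00375), in the replicate block (0.0264) and without replicate 3 of K5 at 3 h (0.0392), with a range from 0.00375 to 0.805. Vegfa is described as lower after 0.5 and 3 h of GF treatment. Its printed probe was lower with Pacap at 3 h (-1.13, adjusted p = 0.0196), with no other GF difference past the threshold at these time points, and its brightest probe had differences of 0.34, 0.08 and 0.37 at 3 h, none of which passed in any alternative.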

Other observations

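The tests of regrouped arrays, of shared K5 arrays, of nearest arrays, of slide and of array brightness in this part were chosen only after the results were seen. The marker lists and the division of the K5 arrays were set earlier, and the latter was read as a test afterwards.

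For the numbers of calls at the claims, 100 groupings of the arrays were counted, the real one included. As many calls in the F-test were made in 1 grouping for K5 against K25, 1 for Pacap, 3 for Igf1 and 1 for SP. When all 5 treatments were regrouped together, as many were made in 1, 4, 4 and 4 of 100. The highest counts in the others were then 872 for Pacap, 4434 for Igf1 and 1271 for SP. For K5 against K25 the highest other count was 3097 when its own arrays were regrouped, and 642 when all 5 treatments were. Chance is thus unlikely for K5 against K25, and for Pacap, Igf1 and SP it can be set aside only by a narrow margin. Neither reading is adjusted for the number of such counts. A batch is another matter, since the grouping of replicates 1 and 2 against 3 and 4, which is unrelated to treatment, called 1850 probes for Pacap, 3101 for Igf1 and 73 for SP, as many as the treatments or more. With replicate number as a block, which takes out that division, 537, 612 and 167 probes were called, and the 341, 287 and 73 calls were all among them. At single time points, with 35 groupings, the real one alone gave as many calls for K5 against K25 at 0.5, 1 and 3 h (1, 1 and 1) and for Pacap (1, 1 and 1). The same held for Igf1 at 3 h (1) and for SP at 1 h (1). This is the fewest that 35 groupings can give. Chance can be set aside there only by a narrow margin, not adjusted for the number of such counts. The counts for Pacap at 0.5 h and SP at 1 h were only 2 and 6 probes. Chance cannot be excluded for Igf1 at 1 h (6 of 35) and for SP at 3 h (2 of 35). At 0.5 h Igf1 and SP had 0 calls, and all 35 groupings gave as many. For the overlap, 1 of 100 groupings gave a probe that passed in all 4 comparisons, and 1 gave a core set of 1, in both cases the real one. The other groupings had a median of 0 calls in each single comparison, so that an overlap was hardly possible in them, and whether chance gives 1 shared probe among the real lists stays open. With the 2-step regression without a limit on R-squared, as many calls were made in 1 grouping for K5 against K25, 1 for Pacap, 6 for Igf1 and 9 for SP. Chance is thus unlikely for K5 and Pacap, without adjustment for the number of such counts. It cannot be excluded for Igf1 and SP. The real grouping alone (1) gave as many as 163 probes in all 4 comparisons, with a median of 6 and a highest count of 159 in the others, and 3 gave as many as 120 in the core set. The single lists of the other groupings were far shorter, with medians of 407, 435, 374 and 451 probes against 3696, 2209, 1538 and 1278, so that whether lists of the real lengths would share as many by chance stays open for both numbers.

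With slide as a block, 3281 of the 3435 calls between K5 and K25, 341 of the 341 with Pacap and 259 of the 287 with Igf1 stayed past the threshold, and with array brightness as a covariate 3420, 339 and 263 did. These counts argue against slide and brightness as the whole cause of these calls. Of the 73 SP calls, 71 stayed with brightness, which argues against brightness as the whole cause. With slide 18 stayed, which argues against slide as the whole cause of these, and 55 were lost, although the median standard error over all probes fell from 0.370 to 0.288. The 55 kept their direction at a median of 83.6% of their size, which does not decide, since they were picked from the same arrays, and the part of slide in them stays open.

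The opposite effects of K5 and of the GFs, and the likeness of the GFs, were tested for the part that comes from the shared K5 arrays. With no K5 array in common, the mean correlation across probes between the difference of K5 from K25 and that of the GFs from K5 was -0.0643 at 0.5 h, -0.133 at 1 h and 0.0935 at 3 h, against -0.622, -0.601 and -0.249 with shared arrays. That between pairs of GFs was -0.0955, 0.132 and -0.165, against 0.550, 0.607 and 0.246. Probes are not independent replicates, and the SD over the 6 ways of dividing the K5 arrays was 0.140 to 0.302 for a single pair of GFs. The shared K5 arrays are therefore a candidate explanation for most of the opposite and alike effects over all probes. It does not follow that no single gene is changed in opposite directions, which the values of Acot1 and Nr4a1 at the claims bear on. Among the regroupings with any probe in all 4 comparisons in the 2-step regression, 82 of 83 had a share of core set probes as large as the real 73.6%, with a median of 100%. A high share of opposite signs among such probes may thus come from the shared arrays alone.

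Arrays of the same slide, scan day or replicate number resembled each other more often than expected, with the highest ratio to the expected number for slide. For 34 of the 60 arrays the nearest array was on the same slide, where 6.68 are expected, which goes with an effect of slide. For 46 it was from the same scan day (14.3 expected) and for 37 it had the same replicate number (14.2 expected), while for 6 it was of the same condition (3.05 expected) and for 17 of the same treatment (11.2 expected). Slide as a block was past the threshold for 26359 probes (87.0%), scan day for 25456 (84.0%) and replicate number for 23338 (77.0%). The median residual SD fell from 0.528 without a block to 0.356, 0.439 and 0.449. The correlation between a pair of arrays ranged from 0.883 to 0.994, and no pair was identical. For replicate 4 of K5+Igf1 at 1 h, whose removal changed the calls for Igf1 at 1 h, 7 of the 7 other arrays on its slide were its 7 nearest. Slide, scan day and replicate number overlap, and which of them acts was not tested.

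Principal components were computed from the deviation of each array from the mean of its condition, so that differences between conditions were taken out. The first component, with 48.5% of the variance of these deviations, followed the log2 of the 75th percentile of the array before normalization. Its absolute Pearson's r was 0.834 and Spearman's rho 0.777 (two-sided permutation p = 1e-05 for each, the smallest that 1e+05 permutations can give, adjusted over 3 components 3e-05). Without the 2 arrays farthest from the median, r was 0.727, and within the 4 scan days it ranged from 0.483 to 0.877. The second component, with 18.7%, had r 0.274 (permutation p = 0.04, adjusted 0.06) and rho 0.444 (p = 4e-04, adjusted 6e-04), r 0.410 without the 2 farthest arrays and 0.158 to 0.884 within scan days. The third, with 5.22%, had r 0.00126 and rho 0.0239 (permutation p = 1 and 0.9).

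Of 13 immediate early genes, 10 passed the F-test between K5 and K25, 4 with Pacap, 2 with Igf1 and 2 with SP, and adjusted over the list alone 11, 8, 4 and 2. Of 7 genes of apoptosis of CGNs, 6, 3, 2 and 0 passed in limma, adjusted over the list alone 7, 3, 4 and 1, and at an unadjusted p under 0.05 7, 4, 4 and 1. Of 3 granule neuron markers measured, 0 passed in each comparison, with 0, 2, 0 and 0 both over the list alone and unadjusted. Of 4 oligodendrocyte markers 1, 0, 0 and 0 passed, over the list alone 1, 0, 2 and 0, and unadjusted 1, 0, 2 and 1. Of 3 astrocyte markers 0 passed in each comparison, over the list alone or unadjusted as well. Of 3 red blood cell markers measured, 1, 1, 1 and 0 passed, with 2, 2, 2 and 1 both over the list alone and unadjusted. Nr4a1 and Nr4a3 of the first list are also genes that the study picked from these arrays. No explanation was tested for these lists.

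The 2-step regression keeps a probe when a group coefficient stays after selection. In simulated data in which 200 probes changed with time alone, it kept a group coefficient in 13, 13, 12 and 11 of them for the comparisons of K5, Pacap, Igf1 and SP, while the moderated F-test called 0 of them.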
